# Hepatic Fis1 regulates mitochondrial integrated stress response and improves metabolic homeostasis

**DOI:** 10.1172/jci.insight.150041

**Published:** 2022-02-22

**Authors:** Yae-Huei Liou, Jean Personnaz, David Jacobi, Nelson H. Knudsen, Mayer M. Chalom, Kyle A. Starost, Israel C. Nnah, Chih-Hao Lee

**Keywords:** Metabolism, Glucose metabolism, Mitochondria, Obesity

## Abstract

Mitophagy and mitochondrial integrated stress response (ISR) are 2 primary protective mechanisms to maintain functional mitochondria. Whether these 2 processes are coordinately regulated remains unclear. Here we show that mitochondrial fission 1 protein (Fis1), which is required for completion of mitophagy, serves as a signaling hub linking mitophagy and ISR. In mouse hepatocytes, high fat diet (HFD) feeding induces unresolved oxidative stress, defective mitophagy and enhanced type I interferon (IFN-I) response implicated in promoting metabolic inflammation. Adenoviral-mediated acute hepatic Fis1 overexpression is sufficient to reduce oxidative damage and improve glucose homeostasis in HFD-fed mice. RNA-Seq analysis reveals that Fis1 triggers a retrograde mitochondria-to-nucleus communication upregulating ISR genes encoding anti-oxidant defense, redox homeostasis, and proteostasis pathways. Fis1-mediated ISR also suppresses expression of IFN-I–stimulated genes through activating transcription factor 5 (Atf5), which inhibits the transactivation activity of interferon regulatory factor 3 (Irf3) known to control IFN-I production. Metabolite analysis demonstrates that Fis1 activation leads to accumulation of fumarate, a TCA cycle intermediate capable of increasing Atf5 activity. Consequently, hepatic *Atf5* overexpression or monomethyl fumarate (MMF) treatment improves glucose homeostasis in HFD-fed mice. Collectively, these results support the potential use of small molecules targeting the Fis1-Atf5 axis, such as MMF, to treat metabolic diseases.

## Introduction

Mitochondrial oxidative phosphorylation (OXPHOS) is central to energy substrate utilization and ATP production. Dysregulated mitochondrial activity, notably increased oxidative stress, is often associated with obesity and metabolic diseases (1–3). Mitochondrial metabolism is also intimately linked to inflammatory reactions. This is exemplified by the metabolic reprogramming from oxidative to glycolytic metabolism during bacterial infection, balancing sufficient ATP production to fuel immune responses and the production of reactive oxygen species and synthesis of active metabolites to mediate effector functions of immune cells (4). In addition, mitochondria serve as a hub for the innate anti-viral immune response (5). The mitochondrial antiviral signaling protein (MAVS) located on the mitochondrial outer membrane integrates viral DNA/RNA-sensing signaling pathways, such as the retinoic acid-inducible gene-I (RIG-1) and cyclic GMP-AMP synthase/stimulator of interferon genes (cGAS/STING), and activates interferon regulatory factors 3 (IRF3) and 7 (IRF7) (5). Other viral sensing pathways, such as TLR3, also converge on IRF3/IRF7 to regulate the production of type I interferons (IFN-Is), including IFN-β and several subtypes of IFN-α, which induce the expression of IFN-stimulated genes (ISGs) in an autocrine or paracrine manner (6, 7). A prior study has demonstrated that increased IFN-I response induces CD8^+^ T cell-mediated metabolic inflammation in diet-induced obese mice to drive hepatic steatosis and insulin resistance (8). The triggers and cellular origins of IFN-I signaling have not been identified.

Mitochondrial dynamics, which include fusion, fission, and selective mitochondrial autophagy (mitophagy), is a key regulatory mechanism that maintains energy homeostasis and mitochondrial quality control (9, 10). Mitochondrial fusion creates an elongated network believed to increase metabolic efficiency, while fission leads to fragmentation of mitochondrial network that favors uncoupled respiration to reduce oxidative stress and marks damaged mitochondrial components to be removed by mitophagy. The physiological relevance of mitochondrial dynamics has been demonstrated in human diseases (11). Mutations in components of mitophagy, including *PINK* and *PARKIN*, are causative of Parkinson’s disease, whereas mutations in the mitochondrial fusion gene mitofusion 2 (*MFN2*) lead to peripheral neuropathy (12, 13). In mouse genetic models, liver-specific *Mfn2*^-/-^ mice have dysregulated ER function and insulin signaling (14). By contrast, hepatic *Mfn1*^-/-^ or *Dmn1l*^-/-^ (dynamin 1 like, Dmn1l or Drp1, a fission-promoting protein) mice are both protected from high fat diet (HFD)-induced insulin resistance (15, 16). These studies demonstrate the importance of the fusion-fission-mitophagy cycle in the maintenance of cellular function. In line with this, we have previously shown that in mouse liver, mitochondrial fusion and fission/mitophagy are linked to the fasted and fed states, respectively, and are subjected to circadian regulation (17). Liver-specific deletion of the master circadian clock regulator *Bmal1* causes enlarged mitochondria with elevated oxidative damage in hepatocytes and exacerbated hepatic lipid accumulation and insulin resistance in HFD-fed mice.

Mitochondrial unfolded protein response (UPR^mt^) is another principle homeostatic mechanism of mitochondrial function (18). The mitochondrial genome only encodes a small number of total mitochondrial proteins. The import of nuclear-encoded proteins is therefore a tightly regulated process. Chemicals that either inhibit mitochondrial protein translation or depolarize mitochondrial membrane potential (which blocks protein import) have been shown to trigger UPR^mt^. Initial work from *C*. *elegans* has indicated a mitochondrial-nuclear communication mechanism through activating transcription factor associated with stress-1 (ATFS-1), a transcription factor that translocates from the mitochondria to the nucleus to control the expression of protein chaperone and mitochondrial OXPHOS genes during UPR^mt^ (19, 20). There is, however, no clear ATFS-1 homologue in mammalian cells. Recent studies using comprehensive RNA-Seq, proteomic, and metabolomic analyses have suggested that mitochondrial stress inducers elicit an integrated stress response (ISR), which contains components of both UPR^mt^ and endoplasmic reticulum UPR (UPR^er^) controlled by shared upstream signaling, such as general control nonderepressible 2 (GCN2) kinase, and downstream effectors (21, 22). Pathways activated during ISR include amino acid biosynthesis, antioxidant mechanism/redox homeostasis, and 1-carbon metabolism/serine synthesis. These studies also implicate the involvement of stress responsive transcription factors, ATF4 and/or ATF5, in mediating the transcriptional events of ISR (21, 23). Thus, mitochondrial dynamics and ISR represent 2 protective mechanisms to maintain mitochondrial integrity. Whether and how these 2 pathways integrate in response to metabolic insults remain unclear.

The published work on ISR has been based on chemical stressors in immortalized cells, such as HeLa cells (21). The endogenous ISR-inducing signals and physiological relevance/importance of the ISR have not been addressed. In the current study, we show that enhanced Fis1 activity drives an ISR in hepatocytes. Although initially described as a mitochondrial fission factor, Fis1 is now known to be required for the completion of the mitophagy process (24, 25). Our results also suggest that Fis1-stimulated ISR suppresses IFN-I–mediated metabolic inflammation through the downstream effector Atf5. Activation of the Fis1-Atf5 axis of the ISR in the liver is sufficient to restore systemic glucose homeostasis in mice fed an HFD.

## Results

### Sustained oxidative stress is associated with defective mitophagy and elevated IFN-I signaling in overnutrition.

A byproduct of mitochondrial oxidative metabolism is the generation of mitochondrial reactive oxygen species (mROS) (2). In mice on a normal chow (NC), the level of mROS in the liver was increased by refeeding (Figure 1A) or during the diurnal feeding cycle (zeitgeber time 14 [ZT14] or 8 pm), compared with the fasting cycle (ZT2 or 8 am; Figure 1B), in line with the notion that increased nutrient influx drives mROS production. Livers of mice on an HFD had similarly elevated mROS levels at both ZT4 and ZT14 and showed increased oxidative protein modification compared with livers of chow-fed mice, determined by protein carbonylation (Figure 1C).

We have previously shown that circadian regulation of mitophagy genes at the feeding cycle plays an important role in managing oxidative stress in the liver (17). Deletion of the master circadian regulator *Bmal1* gene in the liver led to excessive oxidative damage and swollen mitochondria (17). Enlarged mitochondrial morphology was also evident in livers from HFD mice (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.150041DS1). Western blotting revealed that the levels of the mitophagy/autophagy markers, LC3B and p62, were higher during feeding compared with fasting in the liver of chow-fed mice (comparing ZT14 to ZT4; Figure 1D). This dynamic change in LC3B/p62 was lost in the liver of HFD-fed mice. To assess whether mitophagy was suppressed by overnutrition, primary hepatocytes were isolated from NC- and HFD-fed mice and treated with valinomycin to induce mitophagy. LC3B protein was induced rapidly by valinomycin treatment in hepatocytes of NC-fed mice (Figure 1E). This effect was blunted by HFD feeding, which was associated with a decline in the Fis1 protein level, indicating a defect in mitophagy.

IFN-I signaling has been shown to increase in the liver of obese mice (8). It has also been implicated in promoting oxidative stress to inhibit autophagosome function and clearance of damaged mitochondria in monocytes, resulting in leakage of mitochondrial DNA and/or RNA that further activates the IFN-I response (26). We were able to confirm upregulation of ISGs in the liver and hepatocytes of HFD-fed mice, compared with NC-fed mice (Supplemental Figure 1, B and C). In addition, polyinosinic/polycytidylic acid (poly I:C), a TLR3 agonist, induced a stronger IFN-I response in hepatocytes from HFD-fed mice, assessed by the expression of viral RNA sensing molecules *Tlr3* and DExH-box helicase 58 (*Dhx58*) and the ISG IFN-induced transmembrane protein 3 (*Ifitm3*) (Figure 1F). The expression of *Ifnb1* and its protein product IFN-β was also significantly higher in hepatocytes of HFD-fed mice treated with poly I:C (Figure 1G), suggesting that hepatocytes are both targets and potential sources of IFN-Is in overnutrition. Lastly, IFN-β treatment blocked valinomycin-induced mitophagy in hepatocytes (Figure 1H). Thus, chronic overnutrition leads to sustained oxidative stress that is linked to defective mitophagy and enhanced IFN-I–mediated metabolic inflammation in the liver.

### Fis1 lowers mROS and restores metabolic homeostasis.

Fis1 has been shown to act in sequence with fission factors to couple oxidative stress-induced fission with the downstream mitophagy process (24). The Fis1 protein was downregulated during valinomycin treatment in hepatocytes from HFD-fed mice (Figure 1E), which could contribute to the defective mitophagy. Adenoviral-mediated shRNA knockdown of *Fis1* (Ad-shFis1) in hepatocytes increased mROS production and inhibited paraquat-induced mitophagy determined by accumulation of LC3B and p62 proteins, compared with control scrambled shRNA (Ad-shCtl; Supplemental Figure 2, A–C). In addition, reduced Fis1 activity by Ad-shFis1 in the liver of mice after a 4-week HFD feeding reduced glucose tolerance (Supplemental Figure 2, D and E, and Supplemental Table 1), indicating that defective mitophagy/increased oxidative stress may cause metabolic dysfunction during the course of chronic overnutrition.

To determine whether an acute increase in Fis1 activity in the liver could restore metabolic homeostasis, adenoviral *Fis1*-mediated hepatic overexpression (Ad-Fis1, Ad-LacZ, or Ad-GFP as a control) was employed. Enhanced Fis1 activity in the liver by Ad-Fis1 led to a reduction in the level of fasting glucose and serum lipids, including cholesterol, triglycerides (TGs) and free fatty acids (FFAs) in mice on an HFD for 4 weeks (Figure 2A, and Supplemental Table 2). Ad-Fis1–transduced mice also showed an improvement in the insulin tolerance test (ITT; Figure 2B), while there was no difference in the glucose tolerance test (GTT; Figure 2B). Consistent with the effect of mitophagy on mitochondrial quality control, mitochondrial respiration was enhanced in the Ad-Fis1 liver when given complexes II and IV substrates, succinate, and ascorbate/tetramethyl-*p*-phenylenediamine, respectively (Figure 2C). Consequently, hepatic oxidative damage (protein carbonylation) and TG content were reduced by Ad-Fis1 (Figure 2, D and E). In mice fed an HFD for 12 weeks to induce more profound obesity and metabolic dysregulation, Ad-Fis1 significantly increased both glucose and insulin tolerance compared with control mice (Figure 2F). As expected, Ad-Fis1 increased hepatic LC3B levels and suppressed mROS production (Figure 2, G and H). These results suggest that enhanced hepatic Fis1 activity in diet-induced obese mice restores mitochondrial function and improves lipid and glucose homeostasis.

### Fis1 overexpression triggers ISR.

To gain insight into mechanisms through which Fis1 regulates hepatic metabolism, gene expression profiling was determined by RNA-Seq analyses in hepatocytes infected with Ad-Fis1, compared with the Ad-LacZ control (Supplemental Figure 3A). 

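In experiment 1, RNA of 4 cultures of primary hepatocytes infected with Ad-Fis1 and of 4 cultures infected with Ad-LacZ, an adenovirus that carries beta-galactosidase, was sequenced. The sample labels give 1 wild-type mouse as the source of these 8 cultures and 48 hours as the time after infection. The replicates are therefore cultures of cells from 1 animal, and the errors and p-values cover the spread between cultures and not between mice. The authors mapped the reads to mm10 with the CLC Genomics Workbench and deposited the number of reads counted on each gene, listed by symbol, without normalization. Between 7612974 and 8237813 reads per Ad-Fis1 culture were counted on genes, with a median of 8040058, and between 8208581 and 9154586 per Ad-LacZ culture, with a median of 8673276. From these counts, library sizes were scaled by edgeR's TMM method, and genes with too few counts were removed by filterByExpr with its minimum count of 10 and minimum total of 15, which left 12141 genes. The 2 groups were compared by edgeR's quasi-likelihood test, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method (FDR). The biological coefficient of variation between cultures of a group was 6.45%. Cultures of a group with neighboring library numbers lay closer to each other than to the other cultures of the group, with a chi-square per degree of freedom between 1.85 and 2.98 within such pairs and between 4.06 and 8.90 across them. The paper's text does not say whether the cultures of a pair were handled together.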

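In experiment 2, 4 cultures were infected with an adenovirus that carries Dnm1l, the gene of the mitochondrial fission protein Drp1 (Ad-Dmn1l in the paper's naming), and 4 with Ad-LacZ, all from another single wild-type mouse. Between 18245001 and 19169637 reads per Ad-Dmn1l culture were counted on genes (median 18590542), and between 16204467 and 18270933 per Ad-LacZ culture (median 17528956), more than in experiment 1. The sample titles of the Ad-Dmn1l cultures name Fis1, while their treatment label and the count columns name Drp1, and the counts of the delivered genes show which virus each culture received. Fis1, on chromosome 5 from 136953275 to 136966234 of mm10, took 0.955% ± 0.060 of all counts (SD, n = 4) in the Ad-Fis1 cultures and 0.00773% ± 0.00020 (SD, n = 4) in the Ad-Dmn1l cultures. Its level was 9442 ± 587 CPM (counts scaled to library size; SD, n = 4) with Ad-Fis1 and 79 ± 3.81 CPM in the Ad-LacZ cultures of experiment 1, a log2 fold change of 6.90 (standard error 0.06, FDR 3.0e-21 from edgeR's quasi-likelihood test). Dnm1l, on chromosome 16 from 16312228 to 16359031, took 0.538% ± 0.0025 of all counts (SD, n = 4) in the Ad-Dmn1l cultures. Its level there was 5360 ± 30.3 CPM, against 117 ± 2.39 CPM in the Ad-LacZ cultures of experiment 2 (SD, n = 4 each), a log2 fold change of 5.52 (standard error 0.02, FDR 1.2e-46). Ad-Fis1 left Dnm1l at a log2 fold change of -0.05 (FDR 0.644), and Ad-Dmn1l left Fis1 at 0.07 (FDR 0.0931). The counts do not tell transcripts of the virus from those of the cell's own gene.

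**Figure D1:**
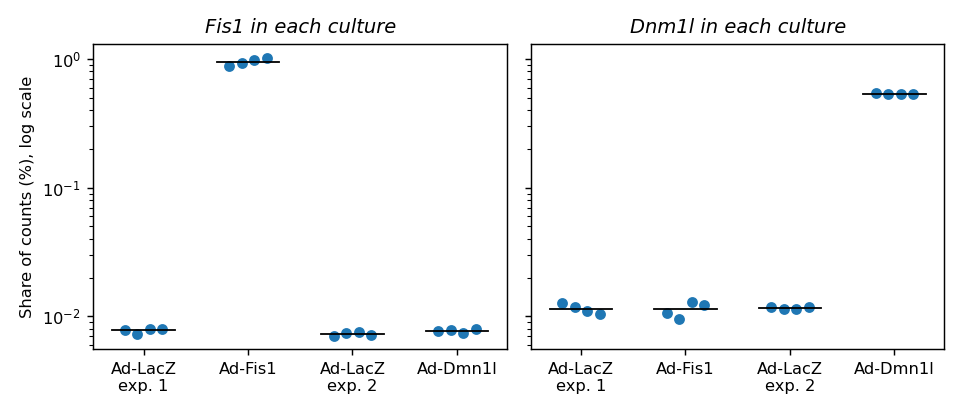
Share of all counts (%) taken by Fis1 and by Dnm1l in each of the 16 cultures (log axis), by virus and experiment. Each point is 1 culture; Fis1 is high in the Ad-Fis1 cultures and Dnm1l in the Ad-Dmn1l cultures.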

Ad-Dmn1l was also included for comparison, as mitochondrial fission preceded mitophagy. In a low nutrient medium, Ad-LacZ-infected control hepatocytes exhibited an elongated mitochondrial network, while Ad-Fis1– and Ad-Dmn1l–infected hepatocytes maintained a fragmented morphology (Supplemental Figure 3B). 

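The Ad-LacZ cultures of the 2 experiments were compared in the authors' table that holds both, where between 16196231 and 17938638 reads per culture of experiment 1 were counted on genes, about 1.96 to 1.98 times the totals of the same libraries in the table with Ad-Fis1. Across 12951 genes, the mean log2 CPM of the 2 experiments, with 0.5 CPM added, had a Pearson's r of 0.974 and a Spearman's rho of 0.974. These are correlations across genes, and genes are not independent replicates. Between single cultures, r lay between 0.969 and 0.975 across experiments, between 0.995 and 0.997 within experiment 1 and at 0.997 within experiment 2, so the difference between experiments was larger than the spread between cultures. By edgeR's quasi-likelihood test, 6506 genes passed FDR 0.001 between the 2 sets of Ad-LacZ cultures, of which 3267 were higher and 3239 lower in experiment 2, with a median absolute log2 fold change of 0.50. A fold change of at least 1.5 as a second criterion was the alternative that moved this number most, to 2639 genes. For 8423 genes, all 4 cultures of one experiment lay above all 4 of the other, which is 65.0% of the genes tested. Chance gives 2.86% if cultures can be exchanged singly, which leaves the likeness of neighboring libraries in experiment 1 out of account. Among the genes with the largest changes, Slc15a2 had a log2 fold change of 6.19 (standard error 0.32, FDR 1.2e-11), Snx22 of 5.01 (standard error 0.19, FDR 2.3e-13) and Scand1 of 4.36 (standard error 0.18, FDR 6.4e-13). Mup19 had 277 counts in experiment 2 and 2 in experiment 1, a ratio of 134 (95% exact counting interval 36.7 to 1111). At the other end, Il1f9 had a log2 fold change of -4.31 and Xlr4a of -3.29. Myh4 had 194 counts in experiment 1 and 0 in experiment 2. Against a floor of 3 counts over the group it was 66.9-fold lower, with the counting error of the 194 left out. Zrsr1 fell by 4.56 on the log2 scale, but its counts in experiment 1 were only 1.27 times those of the table with Ad-Fis1. Mouse, virus preparation and sequencing run all changed together between the experiments, so their parts in this difference cannot be separated.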

For data quality control, results of hepatocytes infected with the same titer of Ad-LacZ from different virus preparations in 2 separate RNA-Seq experiments were compared, which showed a similar expression profile (Supplemental Figure 3C). *Fis1* overexpression led to substantial changes in gene expression (2620 genes, FDR < 0.001), while *Dmn1l* overexpression only affected a small number of genes (Supplemental Figure 3D, and Supplemental Data Set 1), indicating a specific role for Fis1-mediated mitophagy in inducing a retrograde mitochondrial-nuclear communication.

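With Ad-Fis1, 2182 of 12141 genes passed FDR 0.001 in edgeR's quasi-likelihood test, 977 higher and 1205 lower than in the Ad-LacZ cultures of the same experiment. The median absolute log2 fold change of these genes was 0.56, and 1022 of them (442 higher, 580 lower) changed at least 1.5-fold. The alternatives moved the number most at FDR 0.05, where 4987 genes passed. With the neighboring libraries of experiment 1 summed, 2 against 2, which was chosen after the data were seen, 1375 passed FDR 0.001. Of the 2620 genes in the paper's list, which was drawn from the same libraries, 2157 (82.3%) were among the 2182, all in the same direction. The other 463 genes of the list held 27 that were not tested after the filter and 436 that had an FDR under 0.05 and the list's direction. With Ad-Dmn1l, 12948 genes were tested, and 1544 passed FDR 0.001, 899 higher and 645 lower. Their median absolute log2 fold change was 0.23, and 84 of them (80 higher, 4 lower) changed at least 1.5-fold. Cultures of experiment 2 had a biological coefficient of variation of 2.22%, so smaller changes passed the test there. With 1 spread estimated over all 16 cultures, 3297 genes passed with Ad-Fis1 and 602 with Ad-Dmn1l.

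The 2 effects were set against each other over the 12083 genes tested in both comparisons. Both tests called 557 genes, 281 in the same direction and 276 in opposite directions, while 1602 were called with Ad-Fis1 alone and 980 with Ad-Dmn1l alone. Across genes, which are not independent replicates, the log2 fold changes of the 2 effects had a Pearson's r of -0.057 and a Spearman's rho of -0.077. Over the genes called with Ad-Fis1, rho was 0.032. The difference between the effects itself, tested as an interaction over all 16 cultures, passed FDR 0.001 for 2650 of 12942 genes, 1084 with the higher value for Ad-Fis1 and 1566 with the lower. Each virus was compared with the Ad-LacZ cultures of its own mouse, so a difference between the mice in their response cannot be told apart from a difference between the viruses. By the paper's methods, Ad-Dmn1l was bought, while Ad-Fis1 and Ad-LacZ were made with the Ad-Easy system. The source of the virus thus differs between treated cultures and controls in experiment 2 only.

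Apart from Fis1, the highest genes past the threshold with Ad-Fis1 included Nkx6-1, with a log2 fold change of 4.31 (standard error 0.35), Krt16 with 3.91 (standard error 0.32) and Ube2ql1 with 3.77 (standard error 0.38), each with 8 or 9 counts over the control cultures. Sall3 had 83 counts with Ad-Fis1 and 1 with Ad-LacZ, a ratio of 88.0 (95% exact counting interval 15.4 to 3517). The lowest were Hspa1a with -3.40 (standard error 0.25), Hspa1b with -2.63, Selenbp2 with -2.45, Gpc3 with -2.44 and Akr1c20 with -2.43. Hspa1a and Hspa1b were also the lowest with Ad-Dmn1l, at -1.87 and -1.22, followed by Adam11 at -0.63, Tcp11l2 at -0.62 and Esrp2 at -0.54. Cyp3a11 at 1.56, Necab1 at 1.51, Tex15 at 1.45 and Mesp2 at 1.38 were the highest with Ad-Dmn1l after Dnm1l. From the larger number of genes changed by Fis1 than Dmn1l, the paper proposes that Fis1-mediated mitophagy has a specific role in inducing mitochondrial-nuclear communication.

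**Figure D2:**
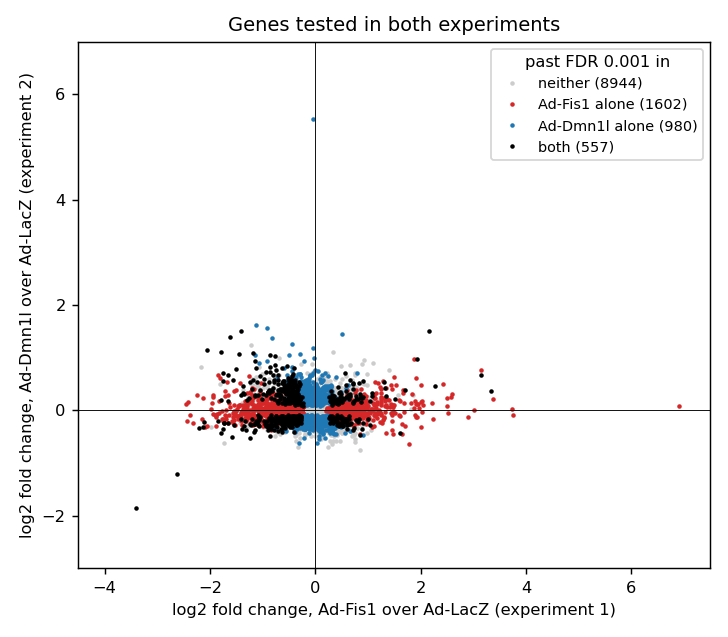
Log2 fold change with Ad-Dmn1l (vertical axis) against log2 fold change with Ad-Fis1 (horizontal axis) for the 12083 genes tested in both, each against the Ad-LacZ cultures of its own experiment. Each point is 1 gene, colored by the comparison that called it at FDR 0.001; the 557 genes called in both hold 281 with the same direction and 276 with opposite directions.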

Gene ontology analysis of upregulated genes by Ad-Fis1 versus Ad-LacZ revealed that top enriched pathways included tRNA/amino-acid synthesis (e.g., *Sars* and *Nars*), oxidoreduction/antioxidant pathways (e.g., *Nqo1*, *Txnrd1,* and *Prdx5*), lysosome biogenesis, vesicle trafficking, 1-carbon metabolism (e.g., *Mthfd2* and *Shmt2*), and serine synthesis, ER/mitochondrial UPR, and basic-leucine zipper domain (bZIP) containing transcription factors mediating the UPR (e.g., *Chop*/*Ddit3*, *Atf4*, *Atf5,* and *Atf6*), all of which were characteristics of the ISR (21, 22) (Figure 3, A and B; Supplemental Figure 3, E and F; and Supplemental Data Set 1). 

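The paper names 22 genes of the ISR (integrated stress response) in its text or in Figure 3, a list that the study drew up with these samples in hand. With Ad-Fis1, 20 of them passed FDR 0.001 over all genes tested, all higher, with log2 fold changes between 0.34 and 2.27. Adjusted over the list alone the count was also 20, which is not independent evidence. In all 22 the 4 Ad-Fis1 cultures lay above the 4 Ad-LacZ cultures. If cultures can be exchanged singly, chance gives a full separation, in either direction, to 2.86% of genes. That value leaves the likeness of neighboring libraries out of account. Ddit3, on chromosome 10 from 127290793 to 127296288 of mm10, had 47.7 ± 2.23 CPM with Ad-Fis1 and 13.1 ± 1.21 CPM with Ad-LacZ (SD, n = 4 each), a log2 fold change of 1.87 (standard error 0.08, FDR 2.3e-11 from edgeR). Mars lies across it on the opposite strand. Aldh1l2, on chromosome 10 from 83487447 to 83534140, changed most, from 38.8 ± 2.94 to 187 ± 7.54 CPM (SD, n = 4 each), a log2 fold change of 2.27 (standard error 0.06, FDR 8.5e-14). Among the transcription factors, the log2 fold change was 0.70 for Atf4 (standard error 0.05), 0.83 for Atf5 (standard error 0.06) and 0.52 for Atf6 (standard error 0.05). It was 0.64 for Sars, 0.44 for Nars, 0.73 for Asns, 0.72 for Mthfd2 and 0.87 for Shmt2. Of the oxidoreduction genes, Nqo1 had 0.75 (FDR 1.1e-07), Txnrd1 0.48 (FDR 1.8e-07) and Prdx5 0.40 (FDR 2.1e-04). Prdx5 no longer passed without Ad-LacZ replicate 1 or replicate 2, its highest FDR over all alternatives being 0.00199. Ube2j2, at 0.68 (FDR 8.0e-04), was lost in 6 of the 8 comparisons that left out 1 culture. Pink1, at 0.26 (FDR 0.00858), and Xbp1, at 0.14 (FDR 0.0336), did not pass. Counts per gene do not tell the spliced form of Xbp1, which Figure 3B shows, from the unspliced one. With the neighboring libraries of experiment 1 summed, 2 against 2, which was chosen after the data were seen, Hspa5, Hspa9, Prdx5 and Ube2j2 no longer passed (FDR 0.00192 to 0.00278), which leaves 16 of the 22. Pink1 passed without Ad-LacZ replicate 3, with an FDR of 0.000722, while its FDR over the alternatives ranged up to 0.0603.

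With Ad-Dmn1l, 7 of the 22 genes passed FDR 0.001, all higher, and 9 did adjusted over the list alone. Aldh1l2 had a log2 fold change of 0.47 (FDR 3.0e-07) and Mthfd2 of 0.41 (FDR 1.9e-09), while Ddit3 was at 0.04 (FDR 0.766) and Atf4 at 0.02 (FDR 0.505). The difference between the 2 effects passed FDR 0.001 for 19 of the 22 genes, each with the larger rise for Ad-Fis1. Of the other genes the paper follows, Sqstm1 had a log2 fold change of 1.00 with Ad-Fis1 (FDR 5.1e-11) and -0.17 with Ad-Dmn1l (FDR 6.1e-08). Map1lc3b, at 0.09 (FDR 0.187), Eif2ak4, at 0.11 (FDR 0.255), and Fh1, at -0.13 (FDR 0.0982), did not pass with Ad-Fis1. These are transcripts, while the paper measured LC3B, p62 and phospho-Gcn2 as proteins and fumarate as a metabolite. The transcript values do not test those results. Between the Ad-LacZ cultures of the 2 experiments, the 22 ISR genes had a median log2 fold change of -0.34, so the starting level differed between the experiments.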

In concert, Adenoviral-mediated *Fis1* overexpression in hepatocytes increased the protein levels of phospho-Gcn2 (an ISR upstream signaling) and Ddit3 (ISR downstream effector) compared with control hepatocytes (Supplemental Figure 3G). Ad-Fis1 also upregulated LC3B and p62 proteins. Steady-state metabolite analyses showed that the level of glyceraldehyde 3-phosphate (G3P), fumarate, and several amino acids (e.g., serine, glycine, phenylalanine, and tyrosine) were increased in Ad-Fis1 hepatocytes (Supplemental Figure 3H, and Supplemental Data Set 2). Fumarate that could be converted from phenylalanine and tyrosine has been linked to chemical-induced ISR (21). G3P is a precursor for the synthesis of serine, which, together with glycine, is involved in the 1-carbon metabolism and glutathione production (22, 27). In addition, concentrations of metabolites in the urea cycle that might be involved in detoxification during protein catabolism induced by mitophagy were higher in Ad-Fis1 hepatocytes. As 1-carbon metabolism-derived NADH/NADPH is believed to be able to contribute to ATP production and redox homeostasis (27), these results suggest that Fis1-mediated ISR promotes metabolic reprogramming, proteostasis, and redox balance.

To probe into potential downstream effectors of Fis1-induced ISR, the 5’ proximal regions of approximately 500 genes in the 16 clusters shown in Figure 3A were subjected to Homer motif analysis, which identified binding sites for the bZIP transcription factors, such as Chop/Ddit3 and Atf4 (Figure 3C, and Supplemental Data Set 3). Both Atf4 and the closely related Atf5 have been shown to mediate the transcriptional response of ISR (21, 23). In vivo, hepatic expression of *Atf5*, but not *Atf4*, was upregulated and downregulated by Ad-Fis1 and Ad-shFis1, respectively (Supplemental Figure 3, I and J), suggesting that Atf5 may be a primary downstream transcription factor of Fis1-induced ISR in the liver. In fact, adenoviral-mediated shRNA knockdown of *Atf5* (Ad-shAtf5) in primary hepatocytes reduced the expression of ISR genes compared with control scrambled shRNA (Ad-shCtl; Figure 3D, and Supplemental Figure 3K). Similar results were observed using Ad-shFis1. In addition, the induction of ISR genes (e.g., *Ddit3* and *Asns*) by Fis1 was blunted with *Atf5* knockdown (Figure 3E, and Supplemental Figure 3L). These findings support the notion that Atf5 functions as a downstream effector of Fis1-mediated ISR in the liver.

### Hepatic Fis1-Atf5 signaling suppresses metabolic inflammation.

Among the top enriched pathways downregulated by Ad-Fis1 were innate immune responses, notably the antiviral defense mechanism (Figure 4A, and Supplemental Data Set 1). 

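In its results and figures the paper names 10 genes of interferon (IFN) response or of nucleic acid sensing, leaving aside factors named only in its introduction, and 8 of the 10 had enough counts to be tested. With Ad-Fis1, 6 of these passed FDR 0.001 in edgeR's test and were lower, and 1 passed and was higher. Adjusted over the list alone 7 passed as well, which is not independent evidence because the study chose genes on these samples. Ifi44, on chromosome 3 from 151730923 to 151749959 of mm10, fell from 33.1 ± 0.754 CPM with Ad-LacZ to 14.2 ± 1.28 CPM with Ad-Fis1 (SD, n = 4 each), a log2 fold change of -1.22 (standard error 0.09, FDR 6.5e-09). Zbp1 had a log2 fold change of -1.05 (standard error 0.09, FDR 1.4e-07) and Ifitm3 of -0.56 (standard error 0.05, FDR 2.2e-07). Dhx58 was at -0.77 (FDR 1.5e-05) and Tlr3 at -0.63 (FDR 4.8e-05). Ifit3 was at -0.78 (FDR 3.9e-04), with controls that spread over 24.7 ± 6.24 CPM (SD, n = 4). It no longer passed without Ad-Fis1 replicate 5 or 7 or without Ad-LacZ replicate 4, its highest FDR over all alternatives being 0.018. Ifit1, on chromosome 19 from 34640889 to 34650009, rose from 27.8 ± 2.91 to 43.7 ± 4.53 CPM (SD, n = 4 each), a log2 fold change of 0.66 (standard error 0.09, FDR 1.9e-05). With the counts of its near copies Gm14446 and 2010002M12Rik added, the log2 fold change was 0.58.

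A set of IFN-stimulated genes (ISGs) was listed by hand before any count was read, but after the paper and its lists had been seen. It shares 6 genes with the paper's IFN genes and is not independent of the study's lists. The set held 66 genes that could be tested. Of these, 42 were lower and 4 higher past FDR 0.001, and 50 passed adjusted over the list alone. The 4 Ad-Fis1 cultures lay below all Ad-LacZ cultures for 52 genes of the set and above them for 4. The 4 higher genes were Rsad2 with a log2 fold change of 3.37, Cxcl10 with 3.15, Oasl1 with 1.95 and Ifit1. The median log2 fold change of the set was -0.54, with quartiles of -0.77 and -0.33. The study's own list of changed genes, drawn from the same libraries, holds 49 of the 66. Between the Ad-LacZ cultures of the 2 experiments, the same set differed by a median of 0.32, higher in experiment 2.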

In concert, Homer motif analysis of Ad-Fis1 downregulated genes identified interferon-stimulated response elements (ISRE) present on promoters of ISGs (Figure 4B, and Supplemental Data Set 3). As mentioned earlier, IFN-I signaling and ISGs were upregulated in the liver of obese mice (8) (Figure 1, F and G; and Supplemental Figure 1, B and C). In line with the RNA-Seq analysis, Ad-Fis1 suppressed ISGs, such as *Ifit1*, *Ifit3*, *Ifitm3*, *Ifi44*, and *Bzp1* in the liver of HFD mice, compared with the control animals (Figure 4C). In primary hepatocytes, *Atf5* knockdown abolished the ability of Fis1 to suppress the expression of *Ifitm3* and *Ifi44* (Figure 4D; Ad-GFP/Ad-Fis1 in Ad-shCtl versus Ad-shAtf5), suggesting that Atf5 could also mediate the effect of Fis1-induced ISR on modulating IFN-I signaling.

To examine the potential role of the Fis1-Atf5 axis in the activation of metabolic inflammation, the activities of Fis1 and Atf5 were acutely increased in primary hepatocytes using Ad-Fis1 or Ad-Atf5, followed by poly I:C treatment (Supplemental Figure 4A). Ad-Atf5 and Ad-Fis1 similarly downregulated the expression of *Tlr3*, *Ifnb1*, and *Ifitm3* and suppressed the production of IFN-β (Figure 4, E and F). Atf5 has been shown to localize to mitochondria and nucleus in HeLa cells (23). Because none of the commercial antibodies tested showed specific signals against endogenous or exogenous Atf5 protein, we constructed expression vectors for mouse *Atf5* with 1 copy of the HA tag at the C-terminus and established Hepa1–6 cells (a mouse hepatoma cell line) stably expressing the HA-tagged Atf5 (Hepa-Atf5) or the control vector (Hepa-Ctl). Atf5 was found primarily in the nucleus (Supplemental Figure 4B). The induction of *Ifnb1* and *Ifna4* genes by Poly I:C was also reduced in Hepa-Atf5 cells compared with control cells (Supplemental Figure 4C). Thus, Fis1-induced ISR may improve metabolic homeostasis, in part, through suppressing IFN-I–mediated metabolic inflammation.

### Atf5-Irf3 crosstalk modulates IFN-I production in liver cells.

Homer motif analysis also identified binding sites for IRFs (Figure 4B). Notably, Irf3 is activated in response to upstream viral DNA/RNA sensing signals and the TLR3 agonist poly I:C to regulate the production of IFN-Is (6). We sought to examine whether Atf5 could block IFN-I production through crosstalk with Irf3. Expression vectors for HA-tagged *Atf5* and N-terminal FLAG-tagged mouse *Irf3* were cotransfected into AD293 cells. Coimmunoprecipitation experiments demonstrated that Atf5 could be pulled down by Irf3 (Supplemental Figure 5A). Using a Gal4 binding site-containing luciferase reporter, we showed that Gal4-Irf3 fusion protein, when tethered to the promoter, increased the reported activity in AD293 cells (Supplemental Figure 5B). Cotransfection with the *Atf5* expression vector suppressed Gal4-Irf3 transactivation activity in the absence or presence of poly I:C. Similar results were observed in Hepa1–6 cells (Figure 5A). In addition, the activity of a luciferase reporter driven by the human *IFNB* promoter was higher in Hepa1–6 cells stably expressing *Irf3* compared with control cells, which was inhibited by Atf5 co-transfection (Figure 5B). To assess the Atf5-Irf3 crosstalk on endogenous gene regulation, we established Hepa1–6 “dual” stable lines expressing control vector (Hepa-dCtl), *Irf3* with control vector (Hepa-Irf3/Ctl) or *Irf3* together with *Atf5* (Hepa-Irf3/Atf5) using a higher drug selection concentration (Figure 5C). *Irf3* overexpression substantially potentiated the expression of *Ifna4* and *Ifnb1* genes induced by poly I:C compared with control Hepa-dCtl cells (Figure 5D). This effect was blunted by *Atf5* coexpression (Hepa-Irf3/Ctl versus Hepa-Irf3/Atf5). Consistent with the decreased *Ifnb1* expression, the production of IFN-β by poly I:C stimulation was reduced in Hepa-Irf3/Atf5 cells (Figure 5E). These results suggest that Atf5 inhibits IFN-I signaling by targeting Irf3 transcriptional activity.

### Increased hepatic Atf5 activity improves glucose homeostasis.

Given Atf5’s role in Fis1-induced ISR, we next sought to determine the effect of increased Atf5 activity in hepatic glucose and lipid metabolism. Mice on an HFD for 12 weeks were infected with Ad-Atf5 or Ad-GFP control and metabolic studies were conducted the following week. Acute *Atf5* overexpression in the liver significantly improved systemic glucose homeostasis, based on GTT and ITT (Figure 6, A and B, and Supplemental Table 3). Levels of fasting glucose, TGs, and cholesterol were also lower in Ad-Atf5 mice (Figure 6C). There was a trend toward a decrease in hepatic TG content in Ad-Atf5 mice, compared with Ad-GFP control mice (Figure 6D). In addition, Ad-Atf5 upregulated mitochondrial ISR genes and downregulated ISGs in the liver (Figure 6E). As mentioned earlier, CD8^+^ T cells are thought to be a primary target of the elevated IFN signaling that propagates metabolic inflammation in the liver of HFD mice. CD8^+^ cells were isolated from liver lysate through negative selection. The expression of ISGs, such as *Ifitm3* and *Ifi44*, in the CD8^+^ T cell population was downregulated in Ad-Atf5 mice compared with Ad-GFP control mice (Supplemental Figure 6, A and B). A similar effect was observed with hepatic *Fis1* overexpression.

A previous report has implicated a genetic link between fumarate hydratase 1 (Fh1) and ISR and shown that fumarate treatment induces several ISR genes in HeLa cells (21). The accumulation of fumarate in Ad-Fis1 hepatocytes prompted us to determine whether fumarate could modulate the activity of Atf5. In fact, treatment with monomethyl fumarate (MMF), a cell permeable derivative of fumarate, increased the transactivation activity of Atf5 when tethered to the Gal4 binding site containing reporter through a Gal4-Atf5 fusion protein in Hepa1–6 cells (Supplemental Figure 6C). MMF dose-dependently induced the expression of *Ddit3* that was partially abolished when *Atf5* was knocked down via Ad-shAtf5 in primary hepatocytes (Supplemental Figure 6D). Last, HFD-fed mice supplemented with MMF (45 mg/kg body weight) for 6 weeks lowered fasting glucose and improved glucose tolerance (Figure 6F). There was no difference in ITT or circulating lipid concentrations (Supplemental Table 4 and data not shown). Collectively, these studies indicate that the Fis1-Atf5 axis of the mitochondrial IRS protects against overnutrition-induced metabolic dysregulation.

## Discussion

In the current study, we have identified Fis1 as an endogenous signaling molecule integrating mitophagy and mitochondrion-initiated ISR. In HFD-fed mice, overnutrition sustains oxidative stress in the liver that is accompanied by defective mitophagy and enhanced IFN-I response. Transient *Fis1* overexpression in the liver promotes mitophagy, reduces oxidative damage, restores mitochondrial function, and improves glucose homeostasis. RNA-Seq analysis demonstrates that increased Fis1 activity in hepatocytes induces the entire transcriptional program of ISR and downregulates that of IFN-I signaling, in part, through Atf5. Notably, Atf5 suppresses the production of IFN-Is in hepatocytes by inhibiting the transactivation activity of Irf3, which is a key regulator of IFN-I production. IFN-Is, such as IFN-α and IFN-β, have been shown to increase mROS to inhibit autophagosome, causing mitochondrial DNA/RNA leakage that can further activate the IFN-I response (26). As such, the Fis1-Atf5 axis of the ISR may provide a therapeutic target to disrupt a detrimental feedback loop of oxidative damage, defective mitophagy, and IFN-I–induced metabolic inflammation in overnutrition.

Although mitochondrial dysfunction is known to associate with metabolic diseases in the context of obesity, whether it is a cause or consequence of metabolic dysregulation is still under investigation. Our results suggest that HFD feeding triggers unresolved oxidative stress and reduced mitophagy capacity. As mitophagy is a means to maintain mitochondrial quality control (10), defective mitophagy leads to further accumulation of damaged mitochondrial components. In addition, incomplete degradation of mitochondria could cause cytosolic mitochondrial DNA/RNA leakage (26), which is sensed by the innate antiviral immune system to activate IFN-I signaling. In fact, hepatocytes from HFD-fed mice exhibit an enhanced response to poly I:C-stimulated IFN-β production, compared with hepatocytes from NC-fed mice (Figure 1). IFN-β, in turn, inhibits mitophagy (Figure 1H), thereby initiating a vicious cycle. Previous work has found elevated IFN-I signaling in the liver of obese mice and humans that is thought to promote the accumulation of CD8^+^ T cells (8). These proinflammatory T cell subsets contribute to the development of fatty liver and glucose intolerance in HFD-fed mice. Our data indicate that hepatocytes are a potential source of IFN-Is upstream of the CD8^+^ T cell-mediated metabolic inflammation and that defective mitophagy in obesity may hinder the activation of the protective ISR to modulate the IFN-I response. In support of this notion, genes in the IFN-I signaling pathway are downregulated in CD8^+^ T cells by hepatic overexpression of *Fis1* or *Atf5*.

Fis1 has recently been shown to play an essential role in autophagosome formation during mitophagy through interaction with a mitochondrial Rab GTPase-activating protein TBC1D15 as well as LC3 (25). It has also been shown to act in sequence with fission factors to couple oxidative stress-induced fission with the downstream mitophagy process (24). Consistent with these observations, knockdown of Fis1 in hepatocytes blocks paraquat-induced mitophagy (Supplemental Figure 2C). In addition, enhanced and reduced Fis1 activities in the liver are associated with decreased and increased mROS levels, respectively (Figure 2H, and Supplemental Figure 2B), supporting an important role for Fis1-mediated mitophagy in managing oxidative stress. Fis1 activity is also inversely correlated with glucose intolerance induced by HFD feeding. At the molecular level, hepatic Fis1 could modulate metabolic homeostasis through multiple pathways of the ISR, such as antioxidant defense mechanism, redox homeostasis, and proteostasis. Therefore, in addition to managing oxidative stress, Fis1 sustains cellular function by connecting 2 mitochondrial quality control mechanisms, mitophagy and ISR.

RNA-Seq analysis reveals that Fis1 activation suppresses IFN-I signaling, which has not been described as part of the ISR. 

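With Ad-Dmn1l, none of the 8 tested genes of IFN response or nucleic acid sensing that the paper names passed FDR 0.001 in edgeR's quasi-likelihood test, in its likelihood ratio test or in DESeq2, and 4 had an unadjusted p under 0.05. Ifi44 was at a log2 fold change of 0.19 (FDR 0.0513), Zbp1 at 0.19 (FDR 0.0747) and Tlr3 at 0.19 (FDR 0.00864). Without Ad-LacZ replicate 2 of experiment 2, Ifi44, Zbp1, Tlr3 and Ifit3 passed, all higher, and with no filter on low counts Ifi44, Zbp1 and Ifitm3 passed. Ifitm3 also passed with the place of a culture in its group as a replicate block. The difference between the effects of the 2 viruses passed FDR 0.001 for 5 of these genes, each lower with Ad-Fis1. It was -1.40 on the log2 scale for Ifi44 (FDR 1.0e-07), -1.24 for Zbp1 (FDR 1.6e-06), -0.90 for Dhx58, -0.82 for Tlr3 and -0.69 for Ifitm3. For Ifit3 it was -0.85 (FDR 0.0293) and for Ifit1 0.75 (FDR 0.00311), neither past the threshold. Over the 66 hand-listed ISGs, the difference had a median of -0.56, with 39 genes lower and 3 higher past FDR 0.001, the 3 being Rsad2 at 3.16, Cxcl10 at 2.48 and Oasl1 at 1.83. Irf3 had a log2 fold change of -0.05 with Ad-Fis1 (standard error 0.10, FDR 0.711). Transcripts of the type I IFN genes themselves were near or under the limit of detection. Ifnb1 had 10 counts over the 4 Ad-Fis1 cultures and 0 over their Ad-LacZ cultures, and was not tested. Against a floor of 3 counts over the control group this is 3.53-fold higher, with the counting error of the 10 left out. With Ad-Dmn1l, Ifnb1 had 3 counts against 1. Ifna4 had 0 counts in all cultures, so its expression was not detectable at this depth. The floor covers the counting error of the group at 0 counts only.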

The discrepancy is likely due to differences in the trigger and cell system, as previous studies employ chemical inhibitors in immortalized cells (21). As described earlier, elevated IFN-I signaling in the liver, including the expression of *IRF3*, has been shown to correlate with fatty liver diseases in humans and glucose intolerance and dysregulated hepatic metabolism in mice (8). We have identified Atf5 as a downstream transcriptional factor mediating not only the expression of several ISR genes but also the inhibition of IFN-I signaling. Our results suggest that Atf5 suppresses the transactivation activity of Irf3 through physical interaction. Overexpression of *Fis1* or *Atf5* in hepatocytes is sufficient to blunt IFN-β production by poly I:C stimulation, which activates Irf3. As such, the Fis1-Atf5 axis could also promote metabolic homeostasis through inhibition of IFN-I signaling.

A limitation of the current study is the overexpression nature of adenovirus-mediated hepatic gene delivery. However, this approach allows transient activation (or inhibition) of Fis1-mediated mitophagy/ISR without potential compensatory effects of mouse genetic models. In addition, an unanswered question is how Fis1 induces Atf5 activity. Although a previous report indicates that Atf5 translocates from mitochondria to the nucleus in HeLa cells upon UPR^mt^ (23), Atf5 appears to be primarily localized to the nucleus in liver cells. Prior work has demonstrated that fumarate is able to induce several ISR genes (21). Our metabolite analysis shows that fumarate accumulates in *Fis1* overexpressing hepatocytes. MMF, a fumarate derivative, increases Atf5 activity in the report assay and its ability to upregulate *Ddit3* in hepatocytes is partially dependent on Atf5 (Supplemental Figure 6, C and D), suggesting that fumarate may serve as a signaling molecule linking Fis1-induced ISR and Atf5 activation. Similar to hepatic Atf5 activation, MMF treatment improves glucose tolerance in HFD-fed mice. MMF is an approved drug to treat relapsing forms of multiple sclerosis (28). The proof-of-principle study presented in the current work demonstrates the possibility of developing small molecules targeting the Fis1-Atf5 axis of ISR to treat metabolic diseases.

## Methods

### Animal studies.

Mouse strains used in all experiments were in the C57BL/6J background (JAX). Animals were housed at 22°C in a barrier facility and kept on a 12-hour light, 12-hour dark cycle with free access to water and food except for the fasted/refed manipulation. For metabolic studies, mice were fed a NC (Rodent Diet 20 5053, PicoLab) or HFD (Fat Calories 60% F3282, Bio-Serv) for 4–12 weeks starting at 6 weeks of age. Experiments were performed in male mice, while primary hepatocytes were derived from both male and female mice, which yielded similar results. For glucose (1.5 g/kg body weight) and insulin (1 U/kg) tolerance tests, mice were fasted for 16 hours (except Figure 2B, which was 4-hour fasted) and 4 hours, respectively. Blood glucose was measured before and 20, 40, 60, 90, and 120 minutes following the glucose/insulin injection. Serum TG (Infinity, TR22421), free cholesterol (Wako, 999-02601), nonesterified fatty acid (Wako, NEFA-HR2), and insulin (Meso Scale Discovery, K152BZC-1) were measured according to manufacturers’ instructions. For measurement of liver TG content, tissues were homogenized in buffer containing 50 mM Tris, 100 mM NaCl, and 0.1% NP40. Tissue was dried using a speed-vac centrifuge and dry tissue weight was used for normalization. Lipids were extracted with chloroform and dried in a fume hood. Protein carbonylation to assess oxidative damage using liver lysates was conducted with protein carbonyl content assay kits (Abcam, ab126287).

### Adenovirus-mediated gene expression.

Adenovirus was amplified in AD293 cells, which were maintained in Dulbecco’s Modified Eagle medium (DMEM, Corning) containing 4.5g/L glucose and 10% FBS (Gemini Bio-Products). Virus was purified by CsCl gradient, followed by dialysis against PBS overnight. Ad-GFP, Ad-LacZ, Ad-Cox8-GFP, Ad-Cox8-mCherry, and Ad-Fis1 were generated using the Ad-Easy Adenoviral Vector System. The rest of the viruses were purchased from Vector BioLabs: Ad-Atf5 (ADV-253209), Ad-Dmn1l (ADV-257347), Ad-shCtl (1122N: scrambled shRNA control), Ad-shFis1 (shADV-259434), and Ad-shAtf5 (shADV-253209). In vivo adenoviral-mediated hepatic overexpression/knockdown was conducted by retro orbital injection (~5 × 10^10^ PFU/mouse). Subsequent metabolic characterizations were carried out 3–8 days following injection. For ex vivo studies, primary hepatocytes were isolated using collagenase digestion (Liberase, Roche) through portal vein perfusion and a 45% Percoll (GE Life Sciences) gradient was used to separate live and dead hepatocytes (29). Primary hepatocytes were maintained in William’s E Medium containing 5% FBS and 2 mM l-glutamine, after which 2 × 10^5^ cells/well were seeded into 12-well plates (Corning Life Science) overnight, followed by adenovirus infection (MOI 1–10) for 32–48 hours. To assess the effect of Atf5 knockdown on Fis1 activity, hepatocytes were first infected with Ad-shCtl or Ad-Atf5. After 8 hours, each set of cells was washed and infected with Ad-GFP or Ad-Fis1 for an additional 40 hours.

### CD8^+^ T cell enrichment.

Mice (15 weeks old, male, C57BL/6J) fed an HFD for 2 months were infected with Ad-GFP, Ad-Fis1, or Ad-Atf5. Five days after infection, livers (*n* = 2) were collected, pooled, and mechanically dissociated to release hepatocytes and immune cells. Cell suspension was filtered through a 70 μm cell strainer, washed with red blood cell lysis buffer and separated in 40% Percoll gradient to remove hepatocytes. Leucocytes were further purified through Ficoll-Paque gradient. CD8^+^ cells were enriched using BD IMag Mouse CD8^+^ T Lymphocyte Enrichment Set (BD Bioscience, 558471), which employed a negative selection method that pulled down CD8^–^ immune cells with magnetic beads conjugated with an antibody cocktail, followed by stimulation with phorbol 12-myristate 13-acetate (100 ng/mL, Sigma) and ionomycin (1 μg/mL, Sigma) for 3 hours. RNA extraction was performed in both the bead and flow-through (CD8^+^ T cell-enriched) fractions to assess the purification efficiency and the expression of ISGs.

### RNA-Seq and data analysis.

RNA-Seq was performed on RNA from 4 cell culture replicates per treatment. Sequencing and raw data processing were conducted at the IMB Genomics Core and IMB Bioinformatics Service Core at the Academia Sinica (Taipei, Taiwan). Briefly, samples were quantified with Ribogreen (Life Technologies) and RNA integrity was checked with a Bioanalyzer 2100 (Agilent). (RIN > 8; OD 260/280; and OD 260/230 > 1.8) RNA libraries were prepared with the TruSeq Stranded mRNA Library Preparation Kit (Illumina) according to the manufacturer’s instructions using 2 μg of RNA per sample. Sequencing was performed using an Illumina NextSeq 500 High Output Kit (75 cycles, 400 million total reads) on an Illumina NextSeq 500 instrument. Raw data was processed using the Qiagen CLC Genomics Workbench (v.10.1.1). Raw sequencing reads were trimmed by removing adapter sequences, low-quality sequences (Phred quality score of < 20), and sequences with lengths greater than 25 bp. Quality control for individual samples were examined. Sequencing reads were mapped to the mouse genome assembly (mm 10) from the University of California, Santa Cruz with the following parameters: mismatches = 2, minimum fraction length = 0.9, minimum fraction similarity = 0.9, and maximum hits per read = 5. Normalization and calculation of expression values were performed using the Differential Gene Expression for RNA-Seq Tool in the Qiagen CLC Genomics Workbench v10. Normalization of gene expression was based on transcripts per kilobase million (RPKM). Statistical analysis of differential gene expression was calculated by generalized linear model implemented in the *EdgeR* package in R, accounting for differences in library size between samples (30). A significance cutoff for differentially expressed genes of *FDR* < 0.001 was used to determine differentially expressed genes. RNA-Seq data have been deposited in the Gene Expression Omnibus database under the accession number GSE169630. Gene Ontology (GO) analyses were performed with DAVID (https://david.ncifcrf.gov). De Novo Motif Enrichment was performed with HOMER (http://homer.ucsd.edu/homer) searching 200 bp upstream and downstream of transcription start sites with default settings. To identify downstream transcription factors mediating Fis1-upregulated genes in the ISR, approximately 500 genes in the 16 clusters shown in Figure 3A were analyzed. For suppressed pathways, all 1384 genes downregulated by Fis1 were analyzed.

### Metabolomics analysis.

Untargeted metabolomics analysis using gas chromatography–time-of-flight mass spectrometry was conducted by the West Coast Metabolomics Center at the University of California, Davis. In brief, 10 million cells were lifted, pelleted, and washed twice with PBS for each of the 4 replicates. Cell lysates were homogenized by metal bead beating, and metabolites were extracted using 80% methanol. Following extraction, cell pellets were solubilized in Tris-HCl Urea buffer (pH 8.0) containing 1% SDS to measure cellular protein content. All metabolite readings were normalized to total protein content.

### Mitochondrial assays.

Mitochondria were isolated from primary hepatocytes or liver by differential centrifugation. In brief, cells were resuspended in 500 μL of ice-cold cell mitochondrial isolation buffer consisting of 70 mM sucrose, 50 mM Tris, 50 mM KCl, 10 mM EDTA, and 0.2% fatty-acid free BSA (pH 7.2) and extruded through 29-gauge syringes 20 times. Lysates were spun at 800*g* to pellet nuclei, and supernatants were spun at 8,000*g* to isolate mitochondria. For liver, a piece of tissue about 0.2 g was washed twice in ice-cold tissue mitochondrial isolation buffer consisting of 70 mM sucrose, 210 mM mannitol, 5 mM HEPES, 1 mM EDTA, and 0.2% fatty acid free BSA. Tissue pieces were minced with surgical scissors into small pieces, broken up in the Dounce homogenizer 5 times, and spun at 800*g* to pellet nuclei. The supernatant was spun at 8000*g* to isolate mitochondria. Pelleted mitochondria were washed once more with 500 μL mitochondrial isolation buffer. To measure ROS production in isolated mitochondria, 15 μg of mitochondria were resuspended in 500 μL mitochondrial isolation buffer containing 5 μM MitoSox Red and 100 μM MitoTracker Green FM with 10 mM sodium succinate. Mitochondria were incubated for 20 minutes at 37°C, washed with mitochondrial isolation buffer, and resuspended for flow cytometry. Mitochondria were identified by forward scatter (FSC) and side scatter (SSC) with positive MitoTracker Green staining and the MFI of MitoSox Red staining was determined. Electron flow assays with isolated mitochondria were performed as described previously (17). Isolated mitochondria (50 μg/well) were plated in XF24 microplates in buffer containing 70 mM sucrose, 220 mM mannitol, 10 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA, and 0.2% BSA. Initial assay buffer additionally contained 10 mM pyruvate, 2 mM malate, and 6 μM FCCP for complex I-driven respiration. Sequential injections of 2 μM rotenone, 10 mM succinate, 4 μM antimycin a, and 100 μM TMPD/10 mM ascorbate were used to measure complex II and IV respiration.

### Mitochondrial image acquisition and analysis.

For in vivo mitochondrial network analysis, mice infected with Ad-Cox8-GFP were perfused with 10% formalin. Liver samples were further processed in 30% sucrose solution and embedded in OCT for cryosectioning. For ex vivo mitochondrial network analysis, hepatocytes seeded on coverslips were infected with Ad-Cox8-mCherry for 8 hours, followed by a second virus infection for another 40 hours. Cells were then switched to the EBSS medium (Gibco, 14155063) containing 0.5 mM MgCl2, 1.8 mM CaCl2, and 1 g/L glucose for 4 hours and fixed with 4% paraformaldehyde for 10 minutes. Slides were mounted with mounting media containing DAPI to stain nuclei. All images were acquired by confocal microscopy and analyzed by ImageJ software (NIH). The image of GFP channel is subjected to default “Moments_Thresholding” to measure mitochondrial area and perimeter.

### Plasmid construction and luciferase reporter assay.

Full-length cDNAs encoding mouse *Atf5* (with a C-terminal HA tag, pCMV-Atf5-HA) and *Irf3* (with a N-terminal FLAG tag, pCMV-FLAG-Irf3) were cloned into pCMV and pCMV-Gal4 expression vectors or pBabe-puro retroviral vector for Hepa1–6 stable line generation. The Gal4 binding site (4 copies)-containing reporter was driven by the SV40 promoter. IFN-β pGL3 luciferase reporter was from Addgene. For transient transfection in AD293 cells and Hepa1–6, 1 × 10^4^ cells/well in 96-well plates were seeded overnight. Then, 50 ng luciferase reporter and 5 ng expression vectors were cotransfected with 25 ng CMV-β-galactosidase using LT1 transfection reagent for 24 hours. Cells were lysed 40–48 hours after transfection using the passive lysis buffer to measure the luciferase activity (Promega), which was normalized to the β-galactosidase activity to obtain RLU. Experiments were carried out in 4–6 replicates.

### Generation of stable Hepa1–6 cell lines.

Hepa1–6 cells were maintained in DMEM with 4.5g/L glucose and 10% FBS. For the generation of single *Atf5* or *Irf3* expressing stable lines, HA-tagged *Atf5* or FLAG-tagged *Irf3* (see Plasmid Construction & Luciferase Reporter Assay) were cloned into the pBabe-puro vector. Retrovirus carrying control (pBabe-puro empty vector), *Atf5,* or *Irf3* was produced in Phoenix packaging cells. Hepa1–6 cells were incubated with retrovirus-containing conditioned media with 4 μg/mL polybrene for 48 hours and selected with 4 μg/mL puromycin. To generate dual *Irf3/Atf5* expressing lines, Hepa1–6 cells were infected with control, control + *Irf3,* or *Atf5* + *Irf3* retrovirus and selected with 8 μg/mL puromycin. Experiments were performed after 3 passages of puromycin selection.

### IFN-I signaling studies.

The 2 × 10^5^ primary hepatocytes or Hepa1–6 cells/well were seeded in 12-well plates. Cells were stimulated with Poly I:C (Invivogene) complexed with LT1 transfection reagent (Mirus) at 100 ng/well for 16–24 hours. Conditioned media were collected for IFN-β measurement using ELISA kits (R&D) and normalized by total cellular protein amount.

### Cellular fractionation.

Nuclear fraction (NUC) was isolated by using a NE-PER kit (Thermo Fisher Scientific). Mitochondrial fraction (MIT) was isolated as described in “Mitochondrial Assays”. Mitochondria depleted cytosolic fraction (CYT) was isolated by differential centrifugation (31). In brief, cells were resuspended in 500 μL of ice-cold cell homogenized medium consisting of 75 mM sucrose, 225 mM mannitol, 30 mM Tris-HCl ph7.4, and 0.1 mM EGTA and extruded through 29-gauge syringes 20 times. Lysates were spun at 1000*g* to pellet nuclei and unbroken cells. The supernatant was spun at 8000*g* to remove mitochondria.

### Immunoblotting.

Cells were washed by PBS and lysed in cold lysis buffer (100 mM NaCl, 20 mM Tris-Cl pH8.0, 1 mM EDTA, 1 mM DTT, 0.1 % NP-40, and 10 % glycerol) with phosphatase inhibitors (0.5 mM NaF, 50 μM NaVO_4_, 100 μM Na_4_P_2_O_7_, 100 μM β-glycerophosphate, and 50 μM Na_2_MoO_4_), protease inhibitors cocktail (cOmplete, Roche) and 1 mM phenylmethylsulfonyl fluoride. Cellular protein contents were measured by BCA kit (Pierce) or Bradford reagent (BioRad), separated by SDS-PAGE and transferred to PVDF membranes (Thermo Fisher Scientific). Immunoblotting was conducted by overnight incubation with primary antibodies (Supplemental Table 5) in 1% BSA in TBST buffer. The ECL signal was imaged using a BioRad ChemiDoc XRS+ imaging system.

### Immunoprecipitation.

AD293 cells were cotransfected with pCMV-Atf5-HA and pCMV-FLAG-Irf3 for 48 hours. Cell lysates were subjected to IP with anti-flag M2 beads (Sigma-Aldrich) for 4 hours followed by immunoblotting using anti-FLAG and anti-HA antibodies.

### Gene expression.

Cellular RNA was isolated using NucleoSpin RNA Plus kit (Macherey-Nagel). Tissue RNA was extracted using Trizol. Purified RNA was reverse transcribed into cDNA using the Verso cDNA synthesis kit (Thermo Fisher Scientific). Relative gene expression was determined by real-time qPCR with SYBR Green using relative standard curves and normalized to *36b4* (*Rplp0*). Primer sequences are listed in Supplemental Table 6.

### Statistics.

All data are presented as mean ± SEM. Detailed analyses of RNA-Seq were described in “RNA-Seq and analysis”. Other statistical analyses were performed using GraphPad Prism 7. The comparison of 2 parameters was performed using 2-tailed, unpaired Student’s *t* test and 1-way ANOVA followed by Holm-Šidák multiple comparisons test was used for conditions with more than 2 parameters. Cell-based experiments were performed with 3–6 biological replicates and repeated at least 3 times, except for Figure 3E and Figure 4D, which were repeated twice, and RNA-Seq and metabolite analysis, which were done once. Animal studies were performed in 2 cohorts for each treatment, except for the 12-week HFD cohort infected with Ad-GFP and Ad-Fis1 (Supplemental Table 7). Analysis of in vivo studies (glucose and insulin tolerance tests) with multiple parameters was performed using 2-way ANOVA. Statistical significance was defined as *P < 0.05, ^#^*P* < 0.01 and ^$^*P <* 0.001.

### Study approval.

All animal studies were approved by the Harvard Medical Area Standing Committee on Animal Research.

## Author contributions

YHL, JP, NHK, KAS, ICN, and DJ conducted experiments and analyzed data. NHK and DJ assisted in assay development and reagent generation. DJ was involved in idea development. YHL and CHL designed the experiments, generated the figures, and wrote the manuscript. JP designed and conducted most experiments and generated figures for revision with help from MMC. JP was assigned the second of co–first authors with YHL, who was involved in the original concept development.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

## Figures and Tables

**Figure 1:**
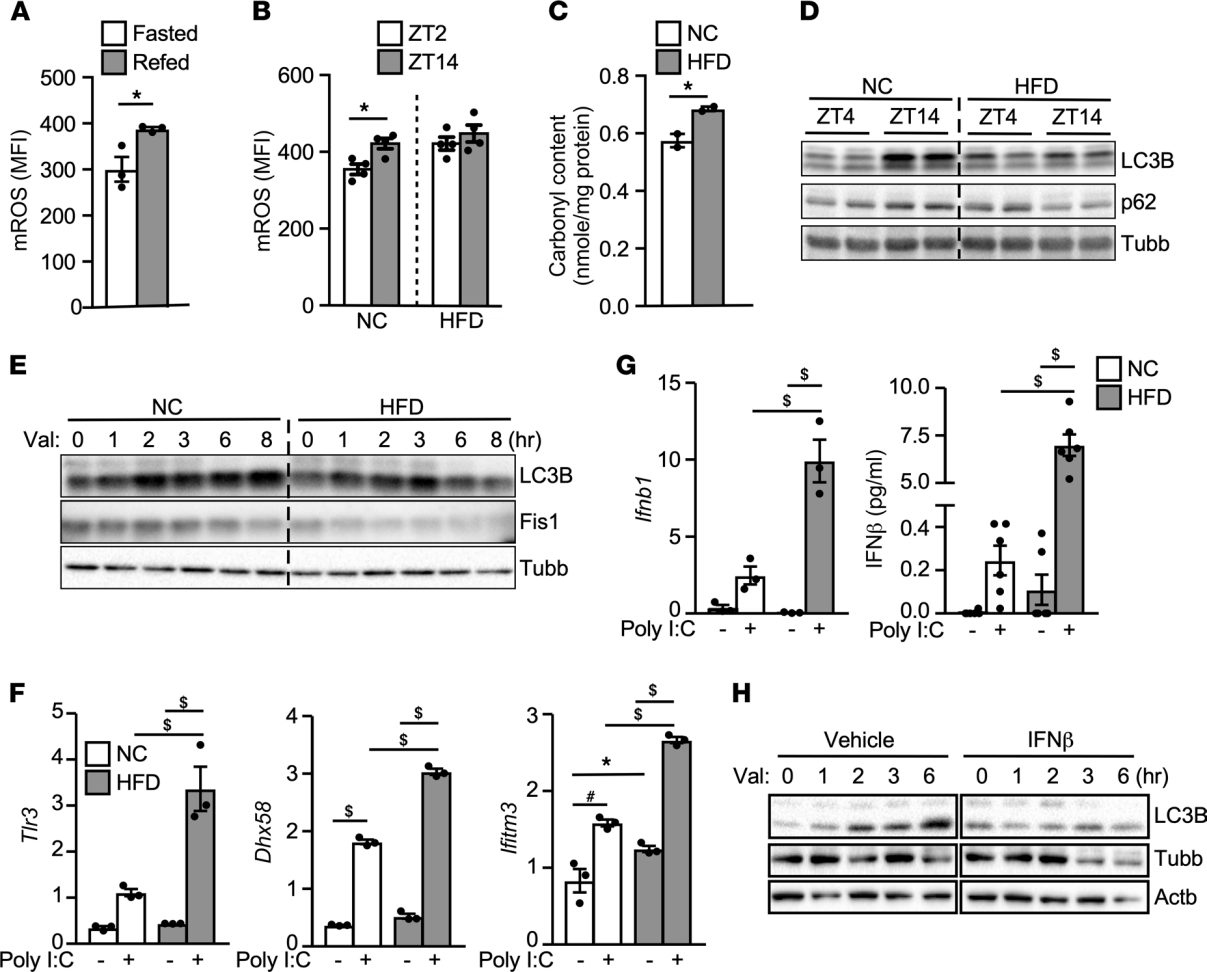
Overnutrition induces oxidative stress and impairs mitophagy in the liver. (**A**) Liver mROS production in fasted/refed mice. Mice were fasted overnight, followed by a 5-hour fasting or refeeding. Liver mitochondria were stained with MitoSOX Red plus 20 mM sodium succinate (to induce mROS production) for FACS analysis. MFI, mean fluorescence intensity from FACS analysis. *n* = 3, experiments repeated twice. (**B**) mROS levels in liver mitochondria isolated at diurnal fasting (Zeitgeber time 2, or ZT2 = 8 am) and feeding (ZT14 = 8 pm) periods. Mice were fed a NC or HFD for 8 weeks. *n* = 3–5, experiments repeated twice. (**C**) Protein carbonyl content in livers of NC- or HFD-fed mice at ZT2, repeated twice. (**D**) LC3B and p62 immunoblotting in NC or HFD livers at ZT4 and ZT14. *n* = 2, repeated twice. Beta tubulin (Tubb) included for loading control. (**E**) LC3B and Fis1 immunoblotting in primary hepatocytes from NC- or HFD-fed mice with 10 μM valinomycin at indicated time points, repeated 3 times. (**F**) Relative expression of IFN-I signaling genes by real-time PCR. Primary hepatocytes from NC- or HFD-fed mice were transfected with/without 100 ng/well Poly I:C for 16 hours. *n* = 3, repeated 3 times. (**G**) *Ifnb1* gene expression (*n* = 3) and IFN-β protein secretion (*n* = 6, normalized to cellular protein content) from the condition described in **F**. (**H**) LC3B immunoblotting in primary hepatocytes stimulated with 10 ng/mL IFN-β for 16 hours, followed by 10 μM valinomycin time course treatment. Tubb and beta actin (Actb): loading controls. Experiments repeated twice. Values are mean ± SEM. Significance of **A**–**C** were determined by unpaired, 2-tailed Student’s *t* test; and of **F** and **G** by 1-way ANOVA followed by Holm-Šidák multiple comparisons test. *P < 0.05; ^#^*P* < 0.01; ^$^*P <* 0.001.

**Figure 2:**
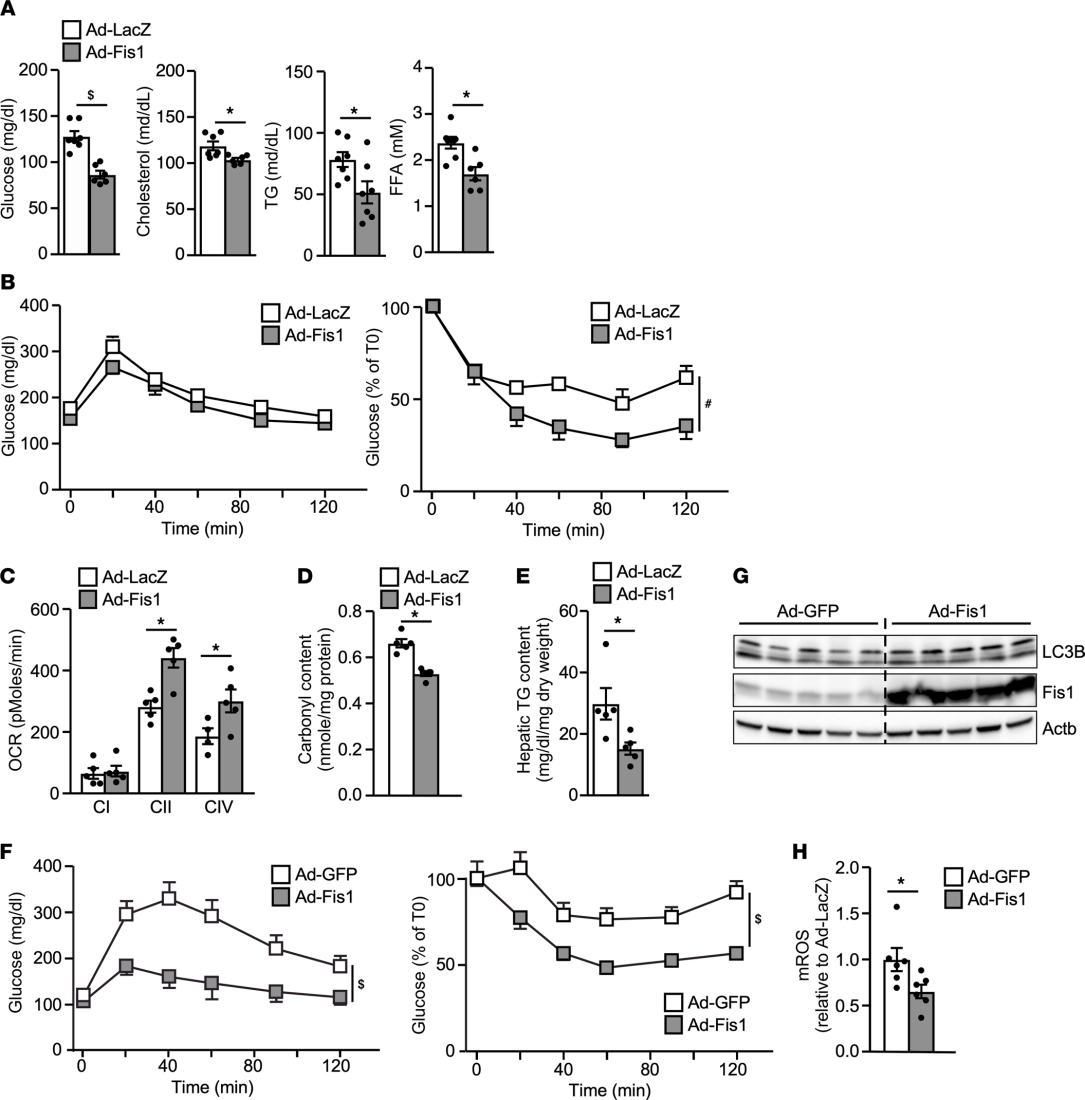
Hepatic Fis1 overexpression improves glucose homeostasis. (**A**) Levels of fasting glucose and serum lipids of Ad-LacZ– (control) or Ad-Fis1–infected male mice on a HFD for 4 weeks. Mice were fasted for 4 hours. *n* = 6–7, repeated in 2 cohorts. (**B**) GTT (left) and ITT (right) of Ad-LacZ or Ad-Fis1 infected male mice fed a HFD for 4 weeks. *n* = 7. (**C**) Electron flow assay using Seahorse bioanalyzer with mitochondria isolated from livers of Ad-LacZ– and Ad-Fis1–infected HFD-fed mice. Complex I (C-I) respiration was measured using pyruvate and malate as substrates and blocked with rotenone. Complex II (C-II) was measured using succinate as substrate and blocked with antimycin A. Complex IV (C-IV) respiration was measured by injecting tetramethyl-p-phenylenediamine/ascorbate. *n* = 5. OCR, oxygen consumption rate. (**D**) Protein carbonylation in livers of Ad-Lacz– or Ad-Fis1–infected mice. *n* = 4-5. (**E**) Liver TG content of Ad-LacZ– and Ad-Fis1–infected mice. *n* = 6-7. (**F**) GTT and ITT of Ad-GFP– (control) or Ad-Fis1–infected HFD-fed male mice (12 weeks HFD). *n* = 6 for 1 cohort. (**G**) Immunoblotting showing LC3B and Fis1 protein levels. HFD-fed male mice (12 weeks HFD) were infected with Ad-LacZ or Ad-Fis1. Liver samples were collected 7 days after infection. Actb protein level served as a loading control. *n* = 5. (**H**) Relative mROS production determined by MitoSOX Red. Mitochondria were isolated from livers of mice 7 days after infection. Ad-GFP was set as 1. *n* = 6. Values are presented as mean ± SEM. Significance was determined by 2-way ANOVA for GTT and ITT and unpaired, 2-tailed Student’s *t* test for 2 group comparisons. *P < 0.05; ^#^*P* < 0.01; ^$^*P* < 0.001.

**Figure 3:**
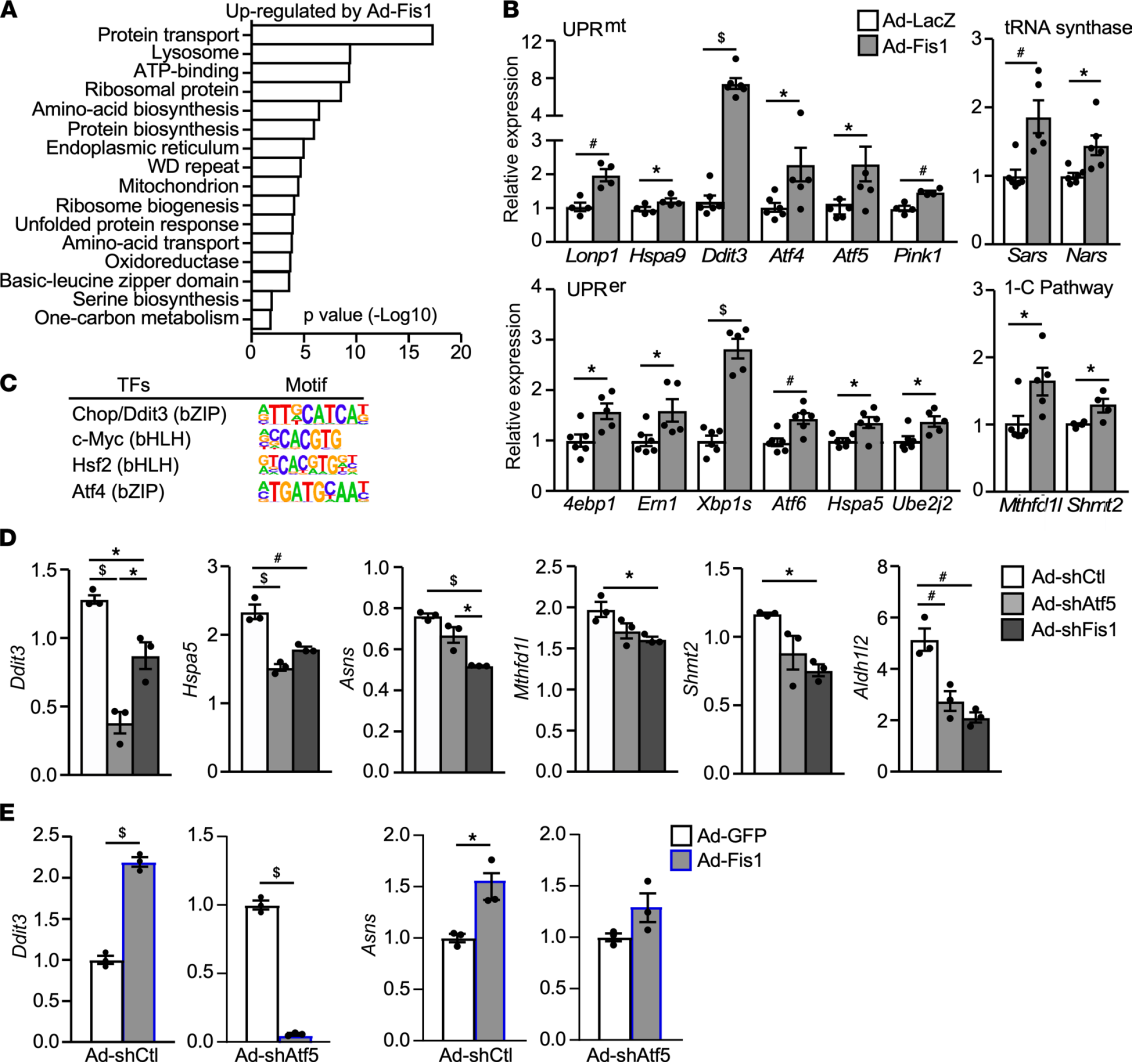
Fis1 overexpression induces an ISR. (**A**) Functional clustering analysis of 1236 genes upregulated (FDR *P* < 0.001) by Ad-Fis1 versus Ad-LacZ in primary hepatocytes identified by RNA-Seq. *n* = 4 in 1 experiment. (**B**) Validation of RNA-Seq results for ISR genes in UPR^mt^, UPR^er^, tRNA synthesis, and 1-carbon metabolism (1-C) pathway in primary hepatocytes infected with Ad-Fis1 or Ad-LacZ by real-time qPCR. *n* = 4–6. (**C**) HOMER motif analysis to identify potential transcription factor binding sites on promoters of Ad-Fis1–upregulated genes. (**D**) Assessing the effects of knocking down *Atf5* or *Fis1* on ISR gene expression in hepatocytes by real-time PCR analysis. Primary hepatocytes were infected with Ad-shCtl, Ad-shAtf5, or Ad-shFis1 and cells were harvested 48 hours after infection. *36b4* was used for normalization to determine the relative expression. *n* = 3, repeated 4 times. (**E**) Assessing Atf5 as a Fis1 downstream effector in regulating hepatic ISR gene expression using real-time PCR. Primary hepatocytes were infected with Ad-shCtl or Ad-shAtf5; 8 hours later, cells were washed and infected with Ad-GFP or Ad-Fis1. Hepatocytes were cultured for an additional 40 hours. *n* = 3, repeated twice. Values are presented as mean ± SEM. Significance of **B** and **E** were determined by unpaired, 2-tailed Student’s *t* test; and of **D** by 1-way ANOVA followed by Holm-Šidák multiple comparisons test. *P < 0.05; ^#^*P* < 0.01; ^$^*P* < 0.001.

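The paper's supplement lists for each cluster only the called genes of its terms and not the other genes, so the topics of Figure 3A were measured on gene sets written by hand before any count was read, after the paper and its lists had been seen. Limma's camera, with its preset correlation of 0.01 between genes, compared each set with all other tested genes, and FDR values were adjusted over the 25 sets that had at least 3 tested genes. With Ad-Fis1, 15 sets passed FDR 0.05, 10 higher and 5 lower. All 15 also passed under fry, which called 19, and 8 passed under camera with a correlation estimated per set, the alternative that moved the number most. Those 8 were the ISR genes of the paper, the ATF4 and CHOP targets, the cytosolic aminoacyl-tRNA synthetases, serine synthesis and one-carbon metabolism, the lysosome, the ISGs, complement and coagulation, and the cell cycle. The ATF4 and CHOP targets had a median log2 fold change of 0.81, with 19 of 24 genes higher past FDR 0.001, and 7 genes of this set are also in another. For serine synthesis and one-carbon metabolism the median was 0.54, with 9 of 16 higher and 3 lower (Mthfd1, Shmt1 and Sfxn1). The cytosolic aminoacyl-tRNA synthetases had a median of 0.37, with 12 of 20 higher, while the mitochondrial ones, at 0.12, did not pass (camera FDR 0.187). Lysosomal targets of TFEB had a median of 0.20, with 15 of 36 higher and 2 lower (Gusb and Scarb2). NRF2 targets were at 0.19, with 9 of 23 higher and 3 lower (Aox1, G6pdx and Gstm1), and mitochondrial chaperones and proteases at 0.21, with 4 of 13 higher (Lonp1, Htra2, Hspa9 and Dnaja3). Chaperones and degradation factors of the ER had a median of 0.18, with 7 of 21 higher and 2 lower (Calr and Dnajc3), and did not pass (camera FDR 0.0547). Cytosolic ribosomal proteins, also a topic of Figure 3A, had a median of 0.26, with 14 of 60 higher past FDR 0.001 and all 60 at a positive log2 fold change.

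**Figure D3:**
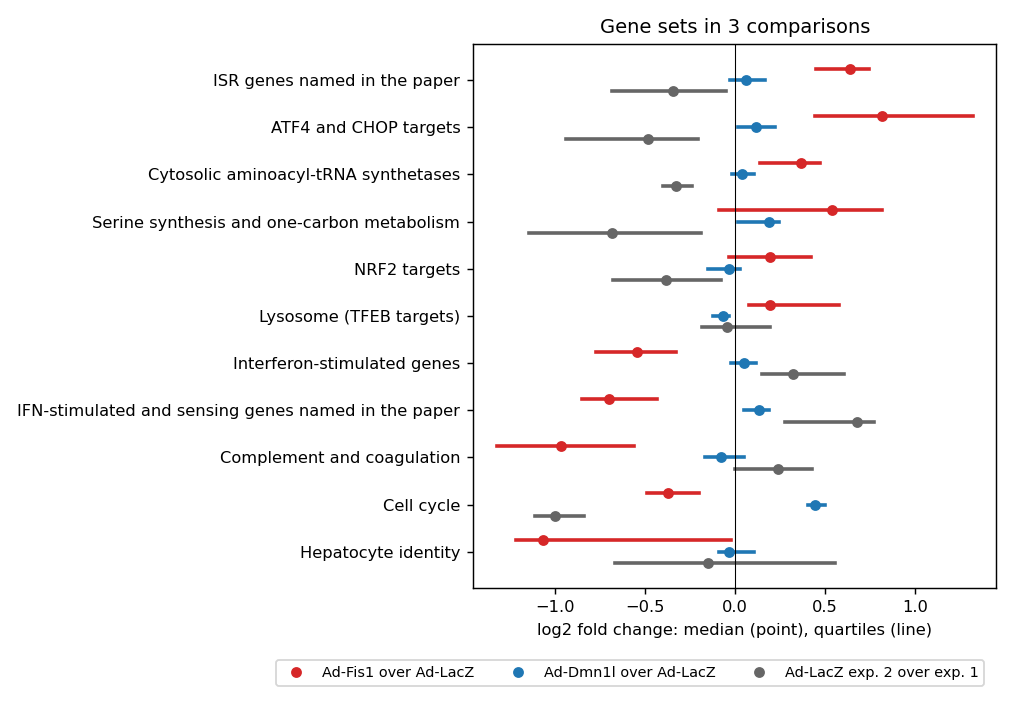
Median (point) and quartiles (line) of the log2 fold changes of 11 hand-written gene sets in 3 comparisons, namely Ad-Fis1 and Ad-Dmn1l each against the Ad-LacZ cultures of its experiment, and the Ad-LacZ cultures of experiment 2 against those of experiment 1. The ATF4 and CHOP targets, for example, had a median of 0.81 with Ad-Fis1, 0.12 with Ad-Dmn1l and -0.48 between the Ad-LacZ cultures.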

**Figure 4:**
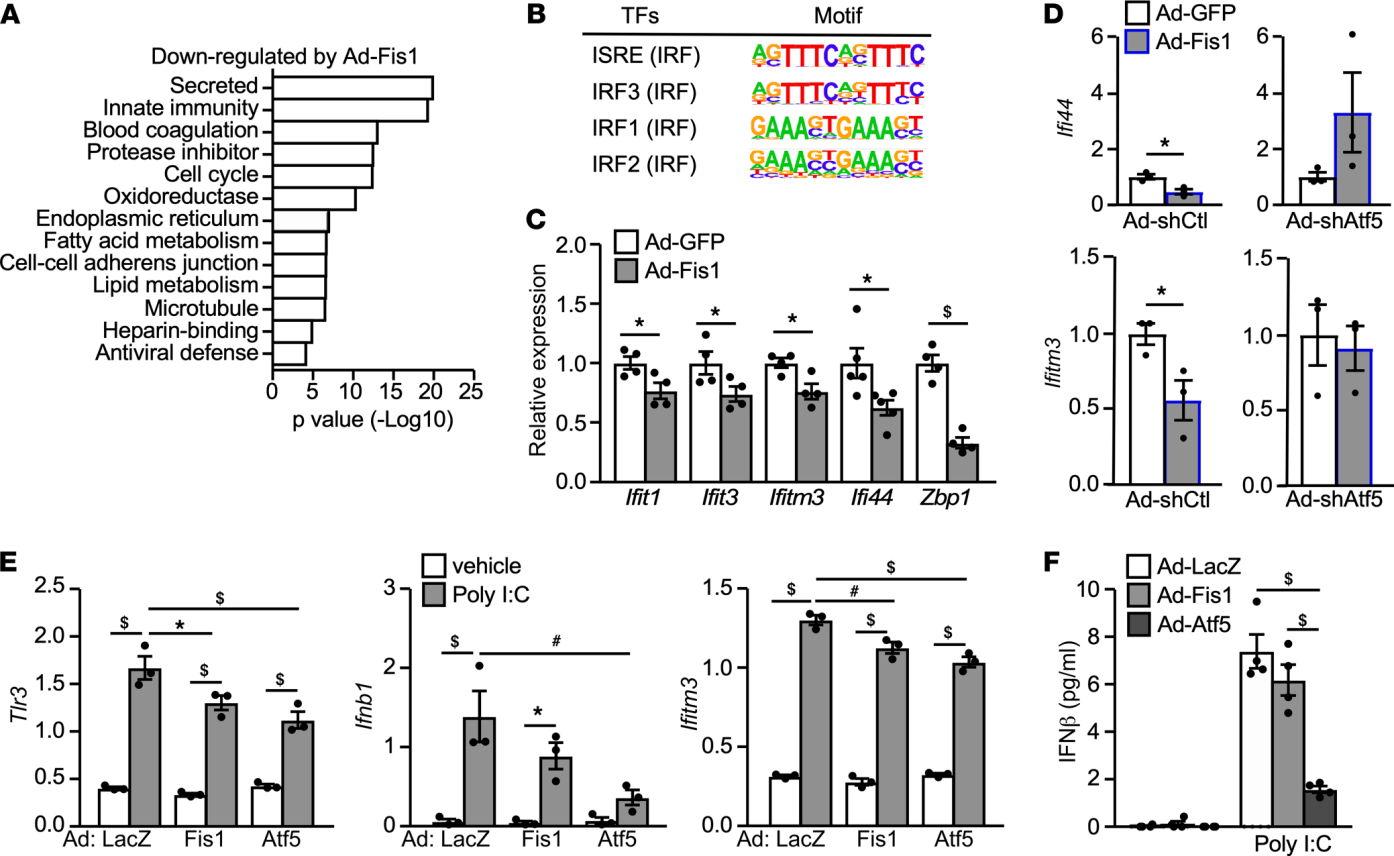
The Fis1-Atf5 axis of the integrated response suppresses IFN-I signaling. (**A**) Functional clustering analysis of 1384 genes downregulated (FDR *P* < 0.001) by Ad-Fis1 versus Ad-LacZ in primary hepatocytes identified by RNA-Seq. *n* = 4 in 1 experiment. (**B**) HOMER motif analysis to identify potential transcription factor binding sites on promoters of Ad-Fis1 downregulated genes. (**C**) Relative expression of IFN-stimulated genes in the liver of HFD-fed (12 weeks) mice infected with Ad-GFP or Ad-Fis1. Relative expression in Ad-GFP control was set as 1. *n* = 4-5, for 1 cohort. (**D**) Assessing Atf5 as a Fis1 downstream effector in regulating hepatic ISG expression using real-time PCR. Primary hepatocytes were infected with Ad-shCtl or Ad-shAtf5; 8 hours later, cells were washed and infected with Ad-GFP or Ad-Fis1. Hepatocytes were cultured for an additional 40 hours. *n* = 3, repeated twice. (**E**) *Tlr3*, *Ifnb1*, and *Ifitm3* gene expression (*n* = 3) and (**F**) IFN-β protein secretion (*n* = 6) in primary hepatocytes from mice fed a HFD for 6 weeks. Hepatocytes were infected with Ad-LacZ, Ad-Fis1, or Ad-Atf5 overnight, followed by transfection with/without 100 ng/well Poly I:C for 16 hours. Supernatant IFN-β concentration was normalized to cellular protein content. Experiments repeated 4 times. Values are presented as mean ± SEM. Significance of **C** and **D** were determined by unpaired, 2-tailed Student’s *t* test; and of **E** and **F** by 1-way ANOVA followed by Holm-Šidák multiple comparisons test. *P < 0.05; ^#^*P* < 0.01; ^$^*P* < 0.001.

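Among the lower sets with Ad-Fis1, complement and coagulation had a median log2 fold change of -0.96, with 30 of 37 genes lower past FDR 0.001 (camera FDR 1.4e-20). The difference between the effects of Ad-Fis1 and Ad-Dmn1l on this set had a median of -0.94, with 30 genes lower. Genes of hepatocyte identity had a median of -1.06 but quartiles of -1.22 and -0.022, with 13 of 21 genes lower and 1 higher, which was Arg1 with a log2 fold change of 1.24. Cell cycle genes had a median of -0.37, with 20 of 34 lower, and they moved the other way with Ad-Dmn1l, where all 34 were higher past the threshold. Markers of Kupffer cells were higher with Ad-Fis1, at a median of 0.35, while markers of endothelial cells were at -0.019, those of stellate cells at 0.15 and those of bile duct cells at 0.11. The last of these had a lower direction in the test, the endothelial markers a higher one with a mean of 0.0040, and neither passed (camera FDR 0.74 and 0.849). The 8 tested IFN genes that the paper names had a median of -0.70 and a mean of -0.55, and as a set they passed camera and fry but not camera with an estimated correlation (FDR 0.0753).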

**Figure 5:**
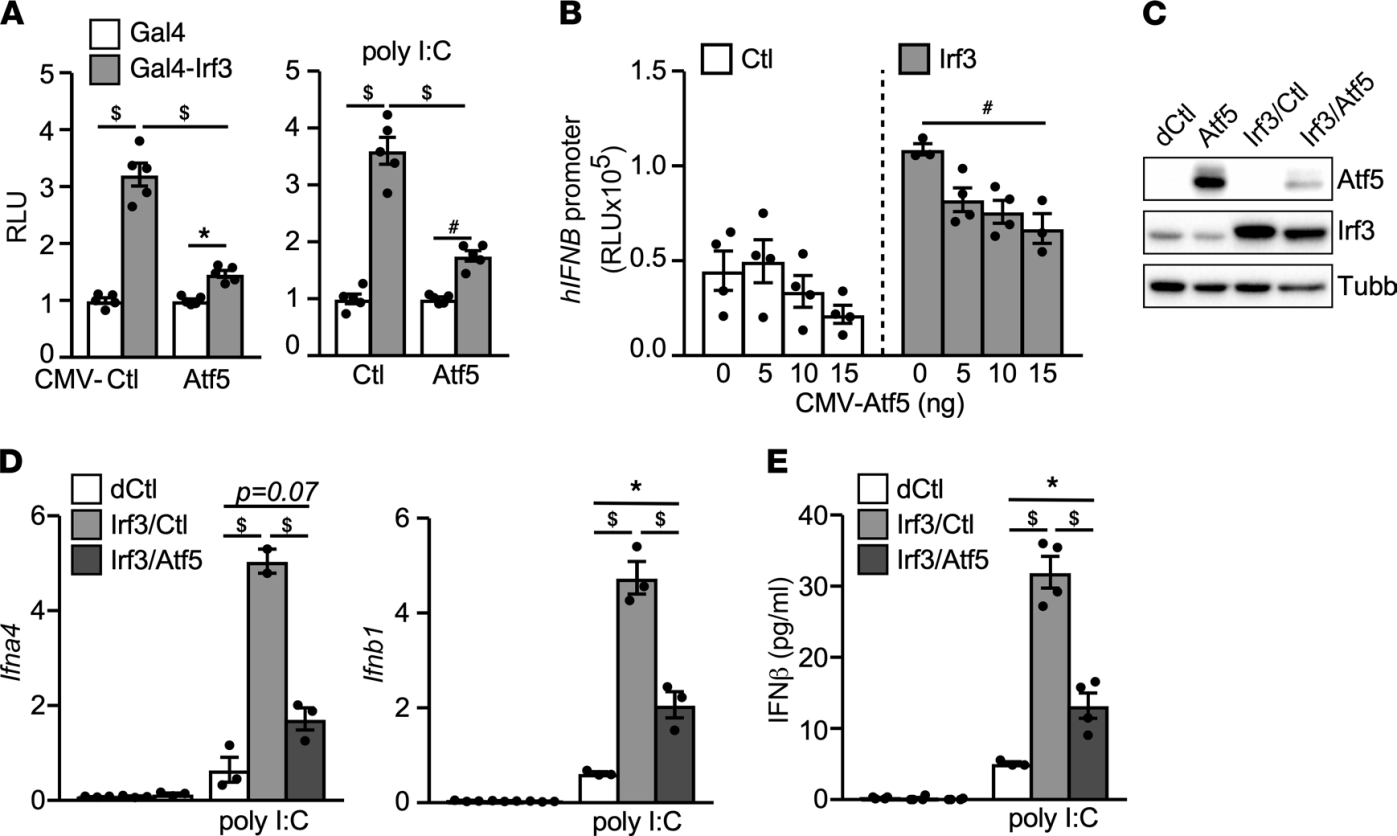
Atf5 suppresses IFN-I response through Irf3. (**A**) Atf5 inhibits the transactivation activity of Irf3. Hepa1–6 cells were cotransfected with a luciferase reporter driven by SV40 promoter with 4 copies of the Gal4-binding site and an expression vector for Gal4 or Gal4-Irf3, together with a CMV control (Ctl) or CMV-Atf5 expression vector. CMV-β-galactosidase was included to monitor the transfection efficiency. Cells were transfected with/without 100 ng/well Poly I:C for the last 16 hours. The luciferase activity was normalized by the β-galactosidase activity. RLU was presented as fold change of Gal4-Irf3 versus Gal4. *n* = 5. (**B**) Control or Irf3 overexpressing Hepa1–6 stable cell lines were cotransfected with human *IFNβ* promotor reporter, CMV-β-galactosidase, and either the CMV control or increasing amounts of CMV-Atf5 expression vector (total amount of plasmid DNA was kept same with the control vector). The luciferase activity was normalized by the β-galactosidase activity to determine the RLU. *n* = 5. (**C**) Immunoblotting showing the protein level of Atf5 (probed with anti-HA antibody) and Irf3 in Hepa1–6 “dual” stable lines expressing control empty vector (dCtl), *Irf3* (Irf3/Ctl), or *Irf3* together with *Atf5* (Irf3/Atf5). Anti-Irf3 antibody detected both endogenous and overexpressed Irf3 protein. Tubb protein level was loading control. The *Atf5* expressing Hepa1–6 “single” stable line (Supplemental Figure 4B) was included for comparison. (**D**) *Ifna4* and *Ifnb1* gene expression and (**E**) IFN-β protein secretion in control, *Irf3,* and *Irf3*/*Atf5* overexpressing Hepa1–6 stable lines stimulated with/without 100 ng/well Poly I:C for 16 hours. *n* = 3. Experiments repeated 3 times. Values are presented as mean ± SEM. Significance was determined by 1-way ANOVA followed by Holm-Šidák multiple comparisons test. *P < 0.05; ^#^*P* < 0.01; ^$^*P* < 0.001.

**Figure 6:**
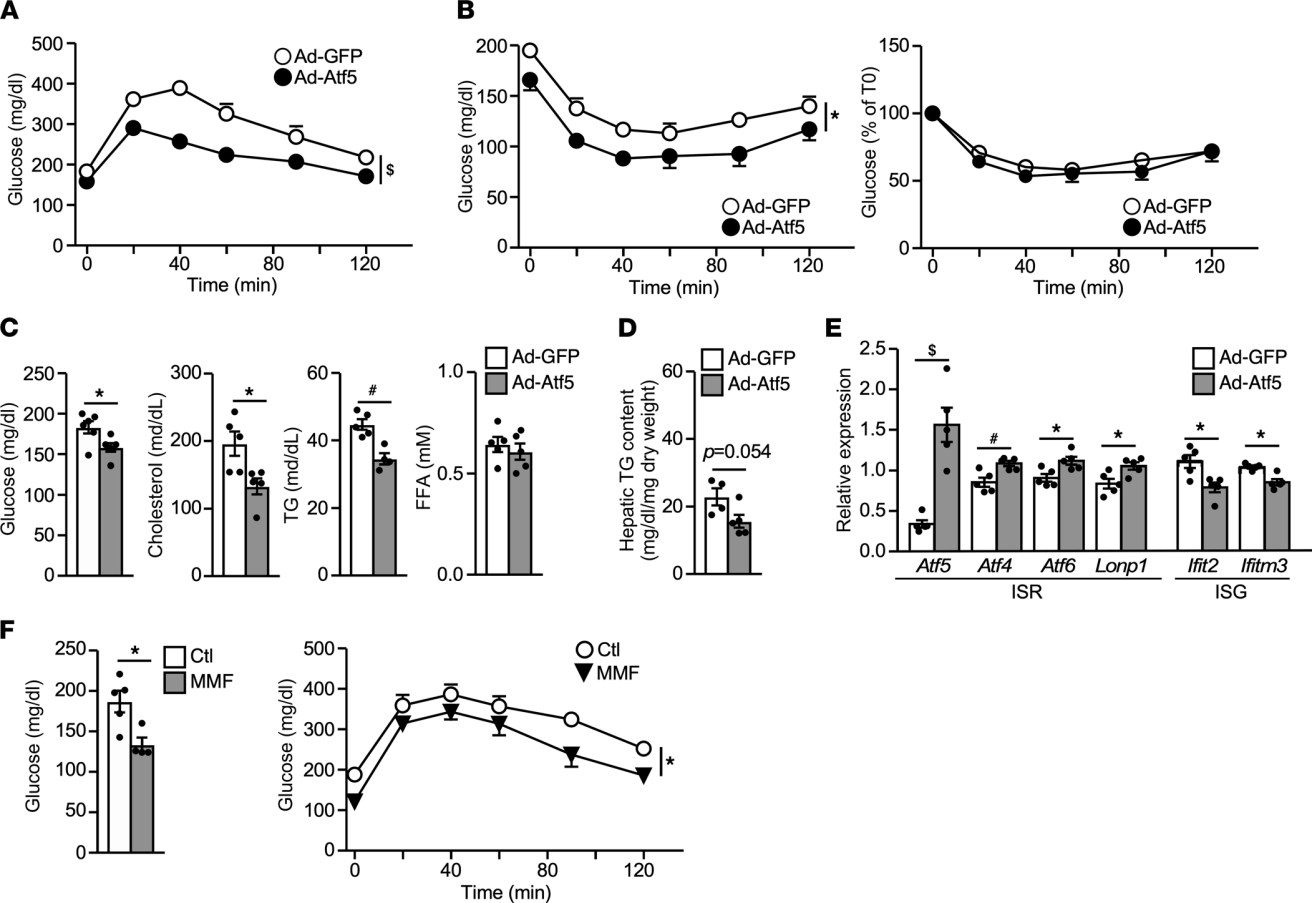
Hepatic Atf5 overexpression promotes metabolism homeostasis. (**A**) GTT and (**B**) ITT of HFD-fed male mice (12 weeks HFD) infected with Ad-GFP (control) or Ad-Atf5. *n* = 6. (**C**) Levels of fasting glucose (16-hour fasting) and serum lipids (4-hour fasting), (**D**) hepatic TG content, and (**E**) liver ISR and ISG gene expression in Ad-GFP and Ad-Atf5–infected mice. *n* = 5–6. (**F**) GTT of male mice on a HFD supplemented with vehicle or MMF (45 mg/Kg body weight, mixed in the HFD) for 6 weeks. Left panel: 16-hour fasting blood glucose. *n* = 4–5. Experiments repeated in 2 separate cohorts. Values are presented as mean ± SEM. Significance was determined by 2-way ANOVA for GTT and unpaired, 2-tailed Student’s *t* test for 2-group comparisons. *P < 0.05; ^#^*P* < 0.01; ^$^*P* < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

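RNA-Seq was analyzed in 16 cultures of primary mouse hepatocytes, 4 in each of 4 groups. In experiment 1, cells of 1 wild-type mouse were infected with Ad-Fis1 or Ad-LacZ, and in experiment 2, cells of another wild-type mouse were infected with Ad-Dmn1l or Ad-LacZ. The sample labels give 48 hours as the time after infection. The treated cultures of experiment 2 were taken as Ad-Dmn1l because their treatment label and count columns name Drp1 and their Dnm1l counts are high, although their titles name Fis1. The columns were matched to groups and not to single sample labels, so a replicate is named by the library number of its column.

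The authors prepared stranded libraries, sequenced them on an Illumina instrument, and used the CLC Genomics Workbench to trim adapters and bases of low quality, to map the reads to mm10 and to count them per gene. The authors deposited 3 tables, one for each of the 3 comparisons of Ad-Fis1, Ad-Dmn1l and the 2 sets of controls. The values used here are the total counts of reads per gene in these deposited tables, which are raw counts without normalization, and the sheets were checked to hold whole numbers of 0 or more. Each deposited table stacks several sheets of a workbook (4 in the table with Ad-Fis1), and only the first, which holds the counts of all genes, was used. The 72 columns of RPKM, TPM and CPM that the authors derived from the counts were not used. The authors also deposited their own log2 fold changes, p-values and FDR values. The paper's methods give a generalized linear model of edgeR for these tests and name no filter on genes. These served only for comparison, and the genes that the authors called are counted as theirs.

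Depth differed between the tables. Totals per culture lay between 7612974 and 9154586 reads on genes in the table with Ad-Fis1 and between 16204467 and 19169637 in the table with Ad-Dmn1l. The controls of experiment 1 appear in 2 tables, at totals that differ by a factor of 1.96 to 1.98. Each comparison used the counts of its own table, and the interaction over all 16 cultures took the controls of experiment 1 from the table with Ad-Fis1. In that table 1 count equals about 0.12 CPM, so levels under a few counts per culture are not measured. Intervals cover counting error only, and a floor covers that of the group at 0 counts alone.

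In R 4.3.3, edgeR 4.0.16 scaled the library sizes by TMM, kept genes by filterByExpr (minimum count 10, minimum total 15) and fitted a quasi-likelihood model with 1 mean per group and the spread estimated from the 8 cultures compared. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with the threshold of FDR 0.001 that the study used. The interaction was the effect of Ad-Fis1 minus the effect of Ad-Dmn1l, each against its own controls, in a model of all 16 cultures. Correlations across genes used log2 CPM with 0.5 CPM added. A fold change against a group with 0 counts was taken against a floor of 3 counts over the group, with the counts of the other group taken as exact. A ratio with 1 to 3 counts in a group was given with its exact 95% interval. Standard errors come from the fitted change and its test statistic. CPM values were scaled with the TMM factors.

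Gene sets were tested with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01 between genes. The FDR threshold was 0.05, adjusted over the sets with at least 3 tested genes in a comparison. Of 27 sets written by hand, 25 could be tested. The genes of mitochondrial DNA are missing from the tables, and the set for X inactivation held Xist alone. Genes absent under a symbol were looked up by the synonyms of the mouse RefSeq annotation. A further list of 20 targets of heat shock factor 1 was used for a single test. GC content and length were those of the longest transcript of each gene in GENCODE's mouse release M21, and their trend was removed by splines with 4 degrees of freedom.

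The genes named are Fis1 and Dnm1l, the ISR genes that the paper names, the IFN genes that its results and figures name, Map1lc3b, Sqstm1, Eif2ak4 and Fh1. To these were added, in each of the 3 comparisons, the 5 highest and the 5 lowest genes past FDR 0.001 whose 4 cultures all lay beyond the 4 controls and whose mean was at least 1 CPM, and the members of a gene set past the threshold where these were 5 or fewer. The paper and its gene lists had been read when this rule was written. The comparisons, the tests, the rule for named genes, the gene sets and most alternatives were fixed before the data were examined.

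The alternatives were scaling by the size factors of DESeq2 or by library size alone, the likelihood ratio test of edgeR, DESeq2 1.42.0, no filter on low counts, a filter of at least 1 CPM in 4 cultures, 1 model for all 16 cultures, Fis1 and Dnm1l left out, each culture left out in turn, the place of a culture in its group as a block, a threshold of FDR 0.05, and a fold change of at least 1.5 in addition. For gene sets they were fry and camera with a correlation estimated per set. Alternatives added later were libraries with neighboring numbers summed, counts thinned to the depth of experiment 1, the controls of experiment 1 taken from the other table, and, for the gene sets with Ad-Dmn1l, camera with an estimated correlation. For each comparison, the 35 ways to split the 8 cultures into groups of 4 were tested, and 100 splits were drawn for the interaction.

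The steps were tested on simulated counts with known changes. Of about 200 changed genes per comparison, with folds of 1.3, 1.5 and 2, the quasi-likelihood test recovered 58.4% at the depth and spread of Ad-Fis1, 80.9% at those of Ad-Dmn1l, 72.5% for the controls and 57.6% for the interaction, with at most 1 false call in each. At a fold of 1.3 it recovered 26.9% with Ad-Fis1 and 65.7% with Ad-Dmn1l. The likelihood ratio test gave 7 false calls among 141 with Ad-Fis1. Median errors of the log2 fold change lay between 0.039 and 0.063. The simulated cultures were independent, without the likeness of neighboring libraries in experiment 1, and fewer genes changed than were called in the data. Recovery and false calls may therefore differ in the real comparisons.

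A search for promoter motifs was not made because no mouse genome sequence was at hand. The paper's measurements in mouse liver, by quantitative PCR, by blot and in other cell systems have no deposited counts and were left out. Python 3.11.15 drew the figures.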

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

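The tests chosen only after the result was seen were those of the share of other dividing cells and of the share of Kupffer, endothelial and stellate cells, the counts of splits for single gene sets, and camera with a correlation estimated per set for Ad-Dmn1l.

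Single cultures lay far from the other 3 of their group for some named genes. By Dixon's criterion (its 95% critical value for 4 cultures), this held for 16 of 208 groups tested, or 7.69%, where chance gives about 10.4. The 16 fell on cultures of all 4 groups, with no more than 2 in any library, so no single library stood out. In the Ad-Dmn1l cultures, Hspa9 was at 907 CPM in replicate 8 (the others between 889 and 891), Ifit1 at 44.3 CPM in replicate 9 (53.2 to 54.9), Map1lc3b at 285 CPM in replicate 10 (267 to 270.0) and Txnrd1 at 526 CPM in replicate 9 (507 to 510.0). In the Ad-Fis1 cultures, Ube2j2 was at 8.57 CPM in replicate 6 (10.0 to 10.2). In the Ad-LacZ cultures of experiment 1, Pink1 was at 59.1 CPM and Shmt2 at 158 CPM in replicate 3 (47.7 to 48.7 and 145 to 146), and Xbp1 was at 188 CPM in replicate 4 (182 to 183). In the Ad-LacZ cultures of experiment 2, Atf4 was at 239 CPM and Esrp2 at 19.5 CPM in replicate 1 (247 to 248 and 20.0 in each), Ddit3 at 11.9 CPM in replicate 3 (10.6 to 10.7) and Eif4ebp1 at 171 CPM in replicate 2 (167 to 168). For 3 genes the far culture rested on 1 or 2 counts in a group otherwise at 0, namely Sall3 at 0.124 CPM in Ad-LacZ replicate 4 of experiment 1, Mup19 at 0.112 CPM in replicate 2 of the same group, and Ifnb1 at 0.0551 CPM in Ad-LacZ replicate 4 of experiment 2. Raver1-fdx1l was at 0.676 CPM in Ad-LacZ replicate 1 of experiment 1, which is 12 counts, against 0 to 2 counts in the others.

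Of these cultures, Ad-LacZ replicate 3 of experiment 1 decided the call of Pink1, which passed FDR 0.001 without it (FDR 0.000722, against 0.00858 with all cultures and up to 0.0603 over the alternatives). Without Ad-Dmn1l replicate 9, Txnrd1 passed, with an FDR between 3.1e-04 and 0.0510 over the alternatives. A mislabelled culture was not seen, since Fis1 and Dnm1l were high in the cultures given their viruses. Sampling noise is the first candidate explanation for the 3 genes with 1 or 2 counts. For Raver1-fdx1l and the more abundant genes no cause was tested, and the number of such cultures was close to what chance gives. The design gives no biological difference between cultures of a group, so none was tested.

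The paper discusses no gene sets for Ad-Dmn1l. There, 3 sets passed camera, fry and camera with an estimated correlation. Cell cycle genes rose, with a median log2 fold change of 0.44 and all 34 tested genes higher past FDR 0.001 (camera FDR 4.1e-46, and 0.025 with an estimated correlation). None of the other 34 splits of the 8 cultures gave the set a p-value as small (1 of 35 with the real one), so chance can be excluded for the set taken alone. For this and the next 2 sets, 1 of 35 is the smallest share that the splits can give, and the sets were chosen from 25 after their results were seen, so the count does not exclude chance over that choice. A larger share of other dividing liver cells in these cultures was argued against, because markers of Kupffer, endothelial and stellate cells were lower, the highest of the 3 medians being -0.18. The trend on GC content and length was also argued against as the whole cause, since the median was 0.43 after its removal. The rise was seen in the deeper table and in libraries of similar totals, and no single gene carried it. Virus dose, the source of the virus, and a difference in state between wells on the plate, stay open and could not be tested. A higher number of dividing hepatocytes with Ad-Dmn1l, or a different state of the cell cycle, is therefore a hypothesis. The same set was lower in the Ad-LacZ cultures of experiment 2 than in those of experiment 1, at a median of -0.998 with all 34 genes lower, so its level also differed between controls.

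Genes of serine synthesis and one-carbon metabolism had a median of 0.19 with Ad-Dmn1l, with 8 of 16 higher past FDR 0.001 (camera FDR 3.1e-05, estimated correlation 0.025). Only the real split gave a p-value as small (1 of 35), which excludes chance for the set taken alone but not over the choice from 25. The median after removal of the trend on GC content and length was 0.17, which argues against that trend. Of the 16 genes, 7 also belong to another set and 12 are in the study's list for Ad-Fis1. What stays open is whether these genes answer to Drp1, to the virus, or to a difference between wells, which may act alike here. Their median was -0.68 between the controls of the 2 experiments, a larger difference than the effect of Ad-Dmn1l.

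Markers of Kupffer cells were lower with Ad-Dmn1l, at a median of -0.25, with all 12 negative and 6 past FDR 0.001 (camera FDR 8.3e-06, estimated correlation 0.025). Only the real split gave a p-value as small (1 of 35), which again excludes chance for the set alone but not over the choice from 25, and the median was -0.27 after removal of the trend on GC content and length. Stellate markers were at -0.27 and endothelial markers at -0.18, so the higher of these medians was below 0, as a lower share of all 3 cell types would give. As many as 4 of 35 splits gave the stellate markers, and 6 of 35 the endothelial markers, a p-value as small, so for these 2 sets chance cannot be excluded. A lower share stays a candidate explanation, found on the same data, and camera called the bile duct markers lower too (median -0.055). Among the most abundant Kupffer markers, chosen after their values were seen, Mpeg1 was at 169.8 CPM with Ad-Dmn1l and 179 CPM with Ad-LacZ, and Cd5l at 72.5 and 90.2 CPM. None of the 12 belongs to another of the sets, and hepatocyte expression of these genes was not measured apart from that of other cells. A direct effect of the virus on Kupffer cells in the cultures was not tested.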

How the results depend on the processing

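The alternatives chosen only after the data were seen were the controls of experiment 1 from the other table, libraries with neighboring numbers summed, counts thinned to the depth of experiment 1, and camera with an estimated correlation for Ad-Dmn1l.

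With Ad-Fis1, 2182 genes passed FDR 0.001. The number stayed within 1.5 times under RLE scaling (2192), library size alone (2196), DESeq2 (2436, of which 2147 were among the 2182), the likelihood ratio test (2902), no filter (2535), a filter of 1 CPM (2193), Fis1 and Dnm1l left out (2181) and the controls from the other table (2408). It moved to 1022 with a fold change of at least 1.5 and to 4987 at FDR 0.05, by construction, to 3297 with all 16 cultures in 1 model and to 1375 with neighboring libraries summed, which leaves 2 against 2. With each culture left out it lay between 1652 and 2079. With library size alone, more genes were higher (1164) than lower (1032), the other way round than with TMM.

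With Ad-Dmn1l, 1544 genes passed, and between 1308 (DESeq2) and 1973 (no filter) under the scalings, tests and filters. The number moved to 84 with a fold change of at least 1.5, to 3826 at FDR 0.05, to 602 with all 16 cultures in 1 model, which takes the wider spread of experiment 1 into the test, and to 935 at the depth of experiment 1. Leaving out a culture gave 1210 to 1390. With library size alone, 1043 genes were higher and 505 lower, against 899 and 645 with TMM. Between the controls, 6506 genes passed. A fold change of at least 1.5 moved this to 2639, the other alternatives gave 5969 to 9281, and leaving out a culture gave 5720 to 6492. The interaction gave 2650 genes, with 2296 to 3415 under its alternatives and 2299 to 2630 without single cultures. More genes passed with Ad-Fis1 than with Ad-Dmn1l under every setting that was run for both.

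Spearman's rho between the effects of Ad-Fis1 and Ad-Dmn1l, -0.077 over all genes tested in both, was -0.076 with library size alone and -0.090 to -0.061 without single cultures. It reversed to 0.032 over the genes called with Ad-Fis1. The cause was not tested.

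All 8 cultures of an experiment came from 1 mouse, and neither the labels nor the paper say that a replicate number marks anything shared between groups. Cultures in the same place of 2 groups did not deviate together, with correlations between -0.19 and 0.11 over the 3 comparisons. In other places of experiment 1 they reached 0.24. With this place as a replicate block, 1835 genes passed with Ad-Fis1, 1725 with Ad-Dmn1l, 6117 between the controls and 2296 for the interaction, and 15 gene sets passed with Ad-Fis1. Of the named genes, Prdx5 and Ube2j2 no longer passed with Ad-Fis1, and Atf5, Ifitm3, Nqo1, Pink1 and Txnrd1 passed with Ad-Dmn1l. The block changed no other call among the named genes of the 3 comparisons and the sets with Ad-Fis1. It was not run for the sets of the other comparisons.

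For named genes over all settings, 869 of 891 comparisons kept the direction and the side of the threshold with Ad-Fis1, 810 of 862 with Ad-Dmn1l and 215 of 216 between the controls, where U05342 was lost in DESeq2. With Ad-Fis1, 19 calls were lost and Pink1 was gained. Ube2j2 was lost without Ad-Fis1 replicate 5, 7 or 8, without Ad-LacZ replicate 1, 3 or 4, and with neighboring libraries summed (FDR up to 0.00486), as were Hspa5, Hspa9 and Prdx5 in the latter. Prdx5 was also lost without Ad-LacZ replicate 1 or 2, Ifit3 without Ad-Fis1 replicate 5 or 7 or Ad-LacZ replicate 4, and Ifit1 and Ifit3 with all 16 cultures in 1 model. With Ad-Dmn1l, 19 calls were lost and 25 gained. Mthfd1l was lost without Ad-Dmn1l replicate 8 or 9, without Ad-LacZ replicate 1, 3 or 4 and in 3 other settings (FDR up to 0.0089), and Lgals3bp without Ad-Dmn1l replicate 7 or 10 or Ad-LacZ replicate 1 or 3 (FDR up to 0.0201). With all 16 cultures in 1 model, Hspa9, Lonp1, Sqstm1, Tap2 and Tex15 were lost, and so were Mthfd1l and Lgals3bp, while Tex15 was lost after thinning as well. Calls were gained for Ifi44, Zbp1, Tlr3 and Ifit3 without Ad-LacZ replicate 2, for Nqo1 and Pink1 without replicate 3, for Asns without replicate 4, and for Atf5 and Txnrd1 without Ad-Dmn1l replicate 9. The other gains came with no filter, the likelihood ratio test, DESeq2 or the block.

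Signs that reversed belonged to genes not past the threshold. With Ad-Fis1 and each culture left out, Dnm1l lay between -0.12 and 0.015 (positive without Ad-Fis1 replicate 6) and Irf3 between -0.13 and 0.023 (positive without Ad-Fis1 replicate 7). With Ad-Dmn1l, Fh1, at -0.013, was at 0.0020 with library size alone, 0.014 after thinning and -0.030 to 0.0062 without single cultures (positive without Ad-Dmn1l replicate 7), and Eif4ebp1, at 0.011, was at -0.024 after thinning. Ifit1 lay between -0.20 and 0.098 (positive without Ad-LacZ replicate 2) and Ifit3 between -0.047 and 0.37 (negative without Ad-Dmn1l replicate 8 or Ad-LacZ replicate 1 or 3). The causes were not tested.

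With Ad-Fis1, 15 gene sets passed FDR 0.05 under camera, 19 under fry, 16 with library size alone or neighboring libraries summed, and 15 to 16 without single cultures. The set of ER chaperones, at an FDR of 0.0547 with all cultures, passed under fry, with library size alone, with neighboring libraries summed, and without Ad-Fis1 replicate 6 or Ad-LacZ replicate 3 (FDR from 2.1e-04 to 0.154 over the alternatives). With a correlation estimated per set 8 passed. The 7 lost were the ribosomal proteins (FDR 0.265), genes of hepatocyte identity, mitochondrial chaperones and NRF2 targets (each 0.0526), and the IFN genes of the paper, Kupffer markers and genes of fission and mitophagy (each 0.0753). With Ad-Dmn1l, 16 passed under camera, 19 under fry and 3 with an estimated correlation. Camera put the set of fission, fusion and mitophagy genes lower there (FDR 0.469), while fry put it higher, with an FDR of 9.9e-07. The set holds Dnm1l, the delivered gene, which raises its mean to 0.20 while its median is -0.038.

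In simulated counts of independent cultures at the depth and spread of the table with Ad-Fis1, 26.9% of 1.3-fold changes were recovered. Genes that did not pass may thus have changed by that much, and the 4987 genes at FDR 0.05 point the same way. The simulation left out the likeness of neighboring libraries, so the share itself may differ in the data. The alternatives for normalized values did not apply, since the tables hold counts. The alternatives for promoter motifs were not run, as no genome sequence was at hand.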

Differences from the paper's values

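The 3 counts of genes that the paper states lay within 1.5 times of the counts found here, though not at the same values. The 38 log2 fold changes compared with the paper's gene list each lay within 1 standard error, with a largest gap of 0.00972.

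The paper reports 2620 genes changed by Ad-Fis1, 1236 higher and 1384 lower, and 2182 were found here, 977 higher and 1205 lower. DESeq2 gave 2436, the model without a filter on low counts 2535 and the likelihood ratio test 2902. The likelihood ratio test called 2566 genes of the paper's list, including 409 of the 463 that did not pass here, and at FDR 0.05 the 436 of these that were tested all passed.

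The paper states that Dmn1l affected a small number of genes. Here 1544 genes passed FDR 0.001, fewer than with Ad-Fis1, and 84 of them changed at least 1.5-fold, an alternative set before the data were examined. With all 16 cultures in 1 model, 602 passed. The authors' own deposited test holds 487 genes at that threshold, 375 higher and 112 lower, and all 487 are among the 1544.

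The paper describes the 2 sets of Ad-LacZ controls as similar in their profiles. Pearson's r between their means was 0.974 across genes, while 6506 of 12951 genes differed at FDR 0.001. At a fold change of at least 1.5 in addition, the number was 2639. The authors' deposited test of this comparison holds 6175 genes.

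The paper reports genes of the ISR as higher with Ad-Fis1 and shows some of them by PCR in Figure 3B. Of the 22 ISR genes that it names, 20 were higher past FDR 0.001 here and the other 2, Pink1 and Xbp1, were higher but did not pass. For Xbp1 the figure shows the spliced form, which counts per gene do not tell apart. Pink1 passed without Ad-LacZ replicate 3 of experiment 1, and Xbp1 under none of the alternatives, its lowest FDR being 0.00542.

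The paper places Ifit1 among the IFN-stimulated genes suppressed by Fis1, measured in the liver of mice on a high-fat diet, and relates this to its RNA-Seq. Of the 8 IFN genes tested here, 6 were lower past FDR 0.001 with Ad-Fis1, and Ifit1 was higher, with a log2 fold change of 0.66. The paper's own list of changed genes gives Ifit1 as higher as well.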

Other observations

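The tests chosen only after the result was seen were those of the 2 depositions of the Ad-LacZ controls, of thinning, of the controls at their lower depth, of the gene sets between the controls, of the virus preparation for the ISR genes, of sampling noise and of the shared batches in the pairs of cultures, and the counts of splits for single gene sets, and the list of heat shock targets was written then too.

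For each comparison, the 8 cultures were split into groups of 4 in the 35 possible ways. No other split gave as many genes past FDR 0.001 as the real one with Ad-Fis1 (1 of 35), with Ad-Dmn1l (1 of 35) or between the controls (1 of 35), and of 100 splits drawn from 2450 for the interaction none other did (1 of 100, the highest of the others giving 1597 genes), so chance can be excluded for each of these numbers where cultures can be exchanged. In experiment 1 neighboring libraries were alike, and with such pairs as units the 8 cultures with Ad-Fis1 and their controls have only 3 splits, too few to exclude chance. The comparison of the controls and the interaction also hold libraries of experiment 1, and their splits leave this likeness out of account. For the 15 gene sets with Ad-Fis1 it cannot be excluded, since 5 of 35 splits gave as many. The 4 others each exchange 1 culture between the groups, and the largest gives 16. The splits that put the pairs of neighboring libraries on opposite sides gave no more than 3. Set by set, as many as 8 of 35 splits gave the ribosomal proteins a p-value as small, and 4 the Kupffer markers. The number was 3 for the mitochondrial chaperones and 3 for the genes of fission, fusion and mitophagy. Chance cannot be excluded for these 4. For the 11 others only the real split gave a p-value as small. These 11 include the ISR genes and the IFN genes that the paper names, which the study chose on these samples. For those lists the count of splits cannot exclude chance. For the 16 sets with Ad-Dmn1l chance can be excluded (1 of 35, the highest of the others giving 12), but taken singly only 7 of the 16 had no other split with a p-value as small. These splits speak only of the cultures at hand, which came from 1 mouse per experiment.

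More genes passed with Ad-Fis1 than with Ad-Dmn1l. Depth does not account for this, since the table with Ad-Dmn1l holds more reads, and thinning it to the depth of the table with Ad-Fis1 lowered its number from 1544 to 935. A larger spread between the Ad-Dmn1l cultures was also argued against, because with 1 spread for all 16 cultures the ratio of the numbers rose to 5.48. The mouse, the source of the virus, and how much of each protein the viruses gave, stay open. By the paper's methods, Ad-LacZ and Ad-Fis1 were made with the Ad-Easy system, while Ad-Dmn1l was bought. No biological explanation was tested beyond the gene delivered.

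The ISR genes that the paper names were higher with Ad-Fis1 and the 66 ISGs listed by hand lower. For each set only the real split gave a p-value as small (1 of 35), the smallest share that 35 splits can give. The study drew up its ISR list on these samples, so this share cannot exclude chance for the ISR genes. With cultures exchanged singly, chance can be excluded for the ISGs taken alone. That list was written before any count was read, but after the paper and its lists had been seen. After the trend on GC content and length was removed, the median was 0.65 for the ISR genes and -0.53 for the 66 ISGs, so this trend was argued against as the cause. A lower share of another liver cell type would lower its markers. Those of Kupffer, stellate and endothelial cells had medians of 0.35, 0.15 and -0.019, which argues against a lower share of any of these 3. Bile duct markers, at a median of 0.11, had 1 gene higher and 1 lower past FDR 0.001 and decide nothing. These markers do not cover a change in the hepatocytes themselves, whose identity genes were lower (median -1.06). For Ifit1, which was higher, reads shared with its near copies were argued against, since the sum rose by 0.58 on the log2 scale and the copies had only 16 counts against 62. The virus preparation, apart from the gene it carries, cannot be told apart from Fis1 for either set. The controls of the 2 experiments, infected with different preparations of Ad-LacZ, differed by a median of 0.32 in the ISGs and -0.34 in the ISR genes, and Ad-Fis1 was used in 1 experiment only. For the same reason it may not be excluded for Rsad2, Cxcl10 and Oasl1, which rose while most of the set fell.

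Between the controls of the 2 experiments, mice of different sex were argued against as the cause of the 6506 genes, since Y-linked genes were expressed in all cultures and had a median log2 fold change of 0.12, and Xist had at most 3 counts in any culture. A change in the share of other cell types stays open, since the medians of endothelial (1.08), Kupffer (0.45) and stellate (0.29) markers were all higher in experiment 2, and those of bile duct cells, at -0.30, had 2 genes higher and 2 lower past FDR 0.001 and did not pass as a set (camera FDR 0.898). Log2 fold changes had a Spearman's rho of 0.256 with GC content and 0.167 with length, but among called genes with known sequence the number changed at least 1.5-fold was 2469 before and 1923 after this trend was removed. With the controls of experiment 1 taken at their lower depth, 5969 genes passed, so depth was argued against too. The age and state of the mouse, the virus preparation and the sequencing run stay open and cannot be told apart.

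Gene sets also separated the controls, a comparison of sets that had not been planned. Camera called 16 of the 25 sets, fry 23, and camera with an estimated correlation 0, while 16 had an unadjusted camera p under 0.05. In experiment 2, the ISR genes that the paper names were lower (median -0.34), as were ATF4 and CHOP targets (-0.48), cytosolic aminoacyl-tRNA synthetases (-0.33), mitochondrial chaperones (-0.092), ER chaperones (-0.25), NRF2 targets (-0.38), genes of cholesterol synthesis (-0.58), ribosomal proteins (-0.28) and the respiratory chain (-0.15), while the IFN genes that the paper names (0.68), stellate markers, and complement and coagulation (0.24) were higher. Not past the threshold under camera were the mitochondrial synthetases (0.13), Kupffer markers, clock genes (0.35), hepatocyte identity (-0.15), the lysosome (-0.044), fission, fusion and mitophagy (-0.10) and fumarate enzymes (-0.13). Of these, fry called all but hepatocyte identity (FDR 0.597), with FDR values between 8.2e-05 (Kupffer markers) and 0.0231 (lysosome).

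The counts of the Ad-LacZ controls of experiment 1 are about 1.96 to 1.98 times as high in the table of both controls as in the table with Ad-Fis1. Read pairs counted as 2 reads were argued against, since at least 48.9% of the higher counts were odd. A candidate explanation is that the lower counts are a random part of the same reads. Given the higher count, the lower one then varies as a binomial draw, and among genes with at least 200 counts the standardized deviations had an SD of 1.03 from their median absolute deviation, where a random part gives about 1, and a plain SD of 1.24. Some genes forbid it, because between 14 and 20 genes per library had more counts in the table with the lower totals. Amd1 had a ratio of 0.89 and Zrsr1 of 1.27, while Gm5512_1 had 2.87 and Gm5643_1 4.40 (chosen after their values were seen), so the counting differed for these genes between the tables. Which table holds the full depth is not stated in the paper's text.

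Cultures of experiment 1 fell into pairs of neighboring libraries within each group. Sampling noise was argued against, because the chi-square per degree of freedom between cultures of different pairs was at least 4.06, while in experiment 2 it lay between 1.71 and 2.24 for all pairs. A technical difference in how the pairs were prepared or sequenced is a candidate explanation, since the difference between the pairs followed GC content with Ad-Fis1 (Spearman's rho -0.517) and length with Ad-LacZ (-0.466). A batch that the neighboring pairs of both groups share was argued against, as the difference between the pairs correlated at only -0.060 across genes between the groups. In another arrangement a shared batch stays open, since Ad-Fis1 replicates 5 and 7 against 6 and 8 correlated at 0.20 with Ad-LacZ replicates 1 and 2 against 3 and 4. This arrangement was found in the same values, so it cannot be told apart from chance among the arrangements, nor can separate batches in each group be excluded.

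Hspa1a and Hspa1b were among the lowest genes with both viruses. Reads shared between them were argued against, since the log2 fold change of their sum was -2.86 with Ad-Fis1 and -1.33 with Ad-Dmn1l. If beta-galactosidase in the controls raised a heat shock response, other targets of heat shock factor 1 would be lower in both comparisons. Of 20 such targets, 65% were lower in each, with medians of -0.11 and -0.046, but with Ad-Dmn1l 4 were lower and 4 higher past FDR 0.001, and with Ad-Fis1 5 lower and 1 higher. Members that go both ways leave this open, and the controls of both experiments share the LacZ gene, so it cannot be told apart from an effect of Fis1 and Drp1 in common.

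The gene sets not described elsewhere gave the following values. With Ad-Fis1, the median log2 fold change was 0.13 for fission, fusion and mitophagy, which passed camera, and -0.067 for cholesterol synthesis. It was -0.031 for the nuclear-encoded respiratory chain, -0.060 for fumarate enzymes (mean 0.046), 0.16 for Y-linked genes and -0.090 for clock genes. None of the last 5 passed FDR 0.05 under camera, while fry called cholesterol synthesis lower (FDR 0.0063). With Ad-Dmn1l, camera called 7 sets higher, which besides cell cycle and serine synthesis were the ISR genes of the paper (0.062), ATF4 and CHOP targets (0.12), cytosolic aminoacyl-tRNA synthetases (0.038), ER chaperones (0.090) and cholesterol synthesis (0.073). It called 9 lower, among them the lysosome (-0.067), complement and coagulation (-0.075), NRF2 targets (-0.032), ribosomal proteins (-0.017) and clock genes (-0.12). Hepatocyte identity had a median of -0.036 and a mean of 0.083, the ISGs a median of 0.051 and the IFN genes of the paper 0.13. The median was 0.023 for the mitochondrial synthetases, 0.029 for the mitochondrial chaperones and -0.012 for the respiratory chain. It was -0.020 for fumarate enzymes and -0.038 for Y-linked genes. None of these sets passed the threshold under camera. Fry called the mitochondrial chaperones (FDR 0.0128), fumarate enzymes (FDR 0.0378) and hepatocyte identity (FDR 0.0491). For the ISGs with Ad-Dmn1l, 27 of 35 splits gave a p-value as small. Most of these changes were under 0.1 on the log2 scale.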
